# Notch signaling regulates the responses of lipopolysaccharide-stimulated macrophages in the presence of immune complexes

**DOI:** 10.1371/journal.pone.0198609

**Published:** 2018-06-11

**Authors:** Wipawee Wongchana, Pornrat Kongkavitoon, Pattarin Tangtanatakul, Chutamath Sittplangkoon, Patcharavadee Butta, Supatta Chawalitpong, Thitiporn Pattarakankul, Barbara A. Osborne, Tanapat Palaga

## Abstract

Macrophages exhibit diverse effector phenotypes depending on the stimuli and their microenvironment. Classically activated macrophages are primed with interferon (IFN)γ and stimulated with pathogen-associated molecular patterns. They produce inflammatory mediators and inflammatory cytokines, such as IL-12. In the presence of immune complexes (ICs), activated macrophages have decreased IL-12 production and increased IL-10 production and presumably act as regulatory macrophages. Notch signaling has been shown to regulate the effector functions of classically activated macrophages. In this study, we investigated whether Notch signaling is active in lipopolysaccharide (LPS)-stimulated macrophages in the presence of ICs. LPS/IC stimulation increased the level of cleaved Notch1 in murine macrophages, while IC stimulation alone did not. Delta-like 4, but not Jagged1, was responsible for generating cleaved Notch1. The activation of Notch signaling by LPS/ICs depended upon NF-κB and MEK/Erk pathway activation. Macrophages with the targeted deletion of *Rbpj*, which encodes a DNA-binding protein central to canonical Notch signaling, produced significantly less IL-10 upon LPS/IC stimulation. A similar impact on IL-10 production was observed when Notch signaling was inhibited with a gamma-secretase inhibitor (GSI). Defects in NF-κB p50 nuclear localization were observed in GSI-treated macrophages and in *Rbpj*^*-/-*^ macrophages, suggesting cross-regulation between the Notch and NF-κB pathways. Transcriptomic analysis revealed that Notch signaling regulates the transcription of genes involved in the cell cycle, macrophage activation, leukocyte migration and cytokine production in LPS/IC-stimulated macrophages. Taken together, these results suggest that the Notch signaling pathway plays an important role in regulating the functions of macrophages activated by LPS and ICs.

## Introduction

Macrophages mediate both innate and adaptive immune responses. Signaling through lipopolysaccharide (LPS)/TLR4 results in the execution of host defense functions, such as phagocytosis and killing activities, by macrophages [1], and the cascade of downstream signaling molecules that are induced by LPS facilitates the transcriptional activation of inflammatory-associated cytokines, such as TNFα, IL-1β, IL-6, IL-12, and type I interferon, as well as the production of relatively low amounts of IL-10. Additionally, the priming of macrophages with IFNγ enhances TLR-induced cytokine gene expression, partly by facilitating the remodeling of chromatin to increase chromatin accessibility and the recruitment of TLR-induced transcription factors to the regulatory promoter regions [2]. These macrophages are well-characterized as classically activated macrophages [3].

Alternatively, macrophages can be activated by signaling through Fc gamma receptor (FcγRs) via antigen-antibody complexes. Immune complexes (ICs) and IgG-opsonized pathogens or particles bind to FcγRs expressed on the surfaces of macrophages; FcγRs are functionally characterized as activation or inhibitory receptors [4]. Mosser *et al*. reported a unique phenotype of activated macrophages that are stimulated by IFNγ/LPS in the presence of ICs. This stimulation leads to macrophage activation that yields high levels of IL-10 and low levels of IL-12 while maintaining the levels of other innate cytokines, such as TNFα. In addition to these signature cytokines, LPS/IC-activated macrophages also express unique gene expression profiles that are different from classically activated macrophages or IL-4-stimulated macrophages, the so-called M2 macrophages [5, 6]. Because of the cytokine profiles opposite those of classically activated macrophages, at least those for IL-12 and IL-10, these macrophages are considered to be distinct from classically activated macrophages and are called type II or regulatory (also called M2b or M(IC)) macrophages [3, 7, 8]. The adoptive transfer of these regulatory macrophages alleviates the severity of autoimmune disease in a mouse model of experimental autoimmune encephalomyelitis (EAE), suggesting that they have a systemic impact *in vivo* [9].

IL-10 is one of the key signature cytokines of LPS/IC-activated macrophages; IL-10 causes these macrophages to function as regulatory cells during the immune activation state. The role of IL-10 produced by IC-stimulated macrophages is indicated by the worsening outcomes of some infectious diseases caused by intracellular pathogens [10]. Furthermore, macrophages activated by TLR ligands in the presence of ICs are linked to some autoimmune diseases, particularly systemic lupus erythematosus (SLE) and rheumatoid arthritis (RA) [11, 12]. Because IL-10 functions as a regulatory cytokine that is important for controlling the inflammatory process, the regulatory mechanism of IL-10 expression has been extensively studied in immune cells, including macrophages [13, 14]. In macrophages, the transcription of *Il10* mRNA is selectively regulated by various transcription factors, including Erk, Sp1 and NF-κB. The production of IL-10 is induced in TLR-dependent and TLR-independent manners in macrophages. In LPS-activated macrophages, IL-10 is produced at relatively low levels, and its transcription is controlled mainly by the NF- κB pathway (p50 and p65) and the MAPK and STAT pathways [15–17]. Signaling through FcγRs in LPS/IC-stimulated macrophages amplifies the activation of Erk and p38 MAPK signaling, thus augmenting chromatin remodeling and the binding of Sp1 to the *Il10* promoter [18]. Furthermore, PI3K/AKT signaling downstream of FcγRs is also responsible for optimal IL-10 expression [19]. Although detailed signaling pathways involving TLRs and FcγRs have been reported in the regulation of IL-10 production, the involvement of other signaling pathways, including Notch signaling, remains largely unexplored.

The Notch signaling pathway regulates multiple cellular processes, including differentiation, proliferation and survival [20]. Notch signaling comprises four Notch receptors (Notch1-4), five ligands (Delta-like (Dll) 1, 3 & 4 and Jagged 1 & 2) and the DNA binding protein CSL/RBP-Jκ. The interactions between Notch ligands and receptors induce the sequential enzymatic cleavage of Notch receptors by ADAM metalloprotease and gamma-secretase, resulting in the release of the intracellular domain of the Notch receptor. The cleaved Notch receptor forms a complex with CSL/RBP-Jκ in the nuclei, and together, they regulate the transcription of Notch target genes [21]. We and others demonstrated that TLR-activated macrophages induced the expression of the full-length Notch1 receptor as well as the production of cleaved Notch receptors [22, 23]. Signaling downstream of TLRs induces expression of Jagged1 in NF-κB and MAPK dependent manner. Jagged1/Notch create an autoamplification loop of Notch signaling that can be enhanced by IFNγ [24]. TLR and Notch together induces expression of the Notch target genes, *Hes1* and *Hey1*. These two proteins attenuate the expression of IL-6 and IL-12, the effect that can be surpassed by IFNγ treatment [23]. The activation of Notch signaling through TLR activation is important for the production of pro-inflammatory cytokines, including TNFα, IL-6, IL-10 and IL-12, in TLR-activated macrophages [22, 25, 26]. Thus, Notch signaling plays important roles in the polarization and activation of pro-inflammatory macrophages [23, 26–29].

There are reports that Notch signaling regulates IL-10 production in other immune cells. For example, Notch signaling promotes *Il10* mRNA expression via STAT4 in Th1 cells [30]. Previously, our group demonstrated that Notch signaling affects the activation of NF-κB p50 and p65 in LPS-activated macrophages, implying that Notch signaling may be involved in the production of cytokines that are targets of NF-κB signaling [22]. However, whether Notch signaling is active in LPS/IC-stimulated macrophages and/or plays a role in regulating cellular functions, such as IL-10 production, have not been elucidated. Here, we showed that in LPS/IC-stimulated macrophages, Notch signaling is activated, and the crosstalk among Notch signaling, signaling downstream of FcγRs and TLR signaling cooperates to regulate gene expression, including IL-10, in LPS/IC-stimulated macrophages. This work highlights the complex role that Notch signaling plays in inflammatory and regulatory macrophages.

## Materials and methods

### Animals

Wild type C57BL/6 mice were purchased from the National Laboratory Animal Center (Salaya, Thailand). Conditional *Rbpj* KO mice were generated as described previously [31]. All animal procedures were approved by the Institutional Animal Care and Use Committees (IACUCs) of Chulalongkorn University and the University of Massachusetts at Amherst and performed according to the guidelines approved by the IACUCs (Protocol Review No. 1323007). Mice were humanely sacrificed by CO_2_ inhalation in the euthanasia chamber.

### Generation of bone marrow-derived macrophages (BMMs)

Bone marrow cells were flushed from the femur cavities of mice and used for generating BMMs as described elsewhere [22]. In brief, 5 x 10^6^ bone marrow cells were plated in non-tissue culture treated plates (Hycon, Thailand) and cultured at 37°C and 5% CO_2_ in DMEM supplemented with 10% fetal bovine serum, HEPES, sodium pyruvate, streptomycin/penicillin G (all from LONZA, USA, or HyClone, UK), 5% (v/v) horse serum (Thermo Scientific, USA) and 20% (v/v) L929-conditioned media. Fresh DMEM supplemented with 20% L929-conditioned media and 5% horse serum was added to the cultures on day 4. The cells were harvested on day 7 and used for all the experiments.

### Activation of BMMs

BMMs were primed overnight with recombinant murine IFNγ (10 ng/mL) (BioLegend, USA) and washed twice with media and warm PBS. *Salmonella* LPS (100 ng/mL) (Sigma-Aldrich, USA), purified rabbit IgG against ovalbumin (OVA) (GeneTex, USA) and IgG-opsonized OVA (immune complex) were added to activate the macrophages as indicated. GSI, DAPT (25 μM) (Calbiochem, USA) and vehicle control DMSO (0.01%) (Sigma-Aldrich, USA) were incubated with the macrophages overnight before activation. BAY-11(10 μM), SB203580 (10 μM), U0126 (10μM), Y294002 (50 μM) (all inhibitors were purchased from Calbiochem, USA) or DMSO (0.01%) (Sigma-Aldrich, USA) was used to pretreat the macrophages for 30 min before activation. Macrophage activation was confirmed by measuring *Il12b* and *Il10* mRNA expression by quantitative RT-PCR (qPCR).

### Preparation of the ICs

The ICs were prepared as described previously [5]. Briefly, a 10-fold molar excess of purified rabbit anti-OVA IgG (GeneTex, USA) or rabbit anti-OVA IgG (Sigma-Aldrich, USA) was mixed with OVA (Sigma-Aldrich, USA) and incubated for 30 min at room temperature. To activate the macrophages, a 1:100 volume ratio of the immune complexes to media was used for culture, in addition to LPS.

### Intracellular staining and cell surface staining

For intracellular staining, monensin was added at the start of the activation. Fc receptors were blocked with a FACs staining buffer containing Fc blocker (0.5 μg) (BD Bioscience, USA), followed by cell surface staining and fixation/permeabilization using a BD Cytofix/Cytoperm kit (BD Biosciences, USA) according to the manufacturer’s instructions. For IL-10, an anti-mouse IL-10-PE antibody (0.4 μg) (BioLegend, USA) was used. For detecting Notch ligands, anti-hamster Jagged1-PE, anti-hamster Jagged2-PE, anti-hamster Dll1-PE and anti-hamster Dll4-PE (BioLegend, USA) were used for cell surface staining. The cells were sorted on a Cytomics FC 500 MPL cytometer (Beckman Coulter, USA) and analyzed using FlowJo software (Tree Star, CA, USA).

### Preparation of cytosolic and nuclear extracts

BMMs (wildtype or *Rbpj* KO mice) were activated and treated as indicated. Cytosolic and nuclear extracts were prepared using NE-PER^™^ Nuclear and Cytoplasmic Extraction Reagents according to the manufacturer’s instruction (Thermo Fisher Scientific, USA). Protein concentrations were measured using Pierce^™^ BCA Protein Assay Kit (Thermo Fisher Scientific, USA). Equal amount of proteins were analyzed by Western blots.

### Blocking of Notch ligands

BMMs were primed with IFNγ overnight in the presence of Jagged 1-specific blocking antibody (BioLegend, USA) or Dll4-specific blocking antibody (BioXcell, USA) or isotype controls. After washing in PBS, cells were stimulated with LPS and OVA-IgG IC as indicated above. Cell lysates were analyzed by Western blot and total RNA was extracted and used for determine mRNA expression.

### Western blots

BMMs were activated as indicated, and the protein lysates were subjected to Western blots. The primary antibodies used in this study were as follows: rabbit anti-Notch1 (1:2000) (Santa Cruz Biotechnology, USA), rabbit anti-cleaved Notch1 (Val1744) (1:1000), rabbit anti-phospho-p38 (1:2000), rabbit anti p38 (1:2000), rabbit anti-phospho-p44-42 (1:4000), rabbit anti p44-42 (1:4000), rabbit anti-phospho-SAPK-JNK (1:2000), rabbit anti-SAPK-JNK (1:2000), rabbit anti-phospho-AKT (1:2000), rabbit anti-AKT (1:2000) and rabbit anti-RBPJSHU (1:1000) (all from Cell Signaling Technology, USA), mouse anti β-actin (1:1000) (Chemicon-Millipore, USA) and rabbit anti-GAPDH (1:4000) (Santa Cruz Biotechnology, USA). The secondary reagents conjugated with horse-radish peroxidase (HRP) were as follows: donkey anti-rabbit IgG (1:2000–1:4000) and sheep anti-mouse IgG (1:5000) (Amersham Biosciences, UK). The signals were detected by chemiluminescence on X-ray films.

### RNA extraction and qRT-PCR

BMMs were activated as indicated, and total RNA was isolated by using TriZol reagent (Invitrogen, UK) or an RNeasy Mini Kit (Qiagen, Germany). cDNA was synthesized, and the transcripts were amplified by using a Mini-Opticon or CFX Connect^™^ real-time PCR detection system (Bio-Rad, USA). The primer sequences used are provided in S1 Table. The expression of each gene was normalized to the expression of β-actin by the 2^-ΔΔCT^ method.

### ELISA

Culture supernatants from BMMs treated as indicated were harvested at the indicated times after stimulation. Secreted IL-12p70 and IL-10 levels were detected by using an IL-12p40/70 ELISA (BD Pharmingen, USA) and IL-10 ELISA (BioLegend, USA). ELISAs was performed according to the manufacturer’s instructions.

### Immunofluorescent staining

Cells were cultured in an 8-well slide chamber and activated as indicated. After washing with PBS, the cells were fixed in 4% paraformaldehyde and blocked with Fc blocker (0.5 μg). The cells were washed and incubated with an anti-NF-κB p50 monoclonal antibody (1:100) (Santa Cruz Biotechnology, USA) and then an anti-mouse IgG (H+L) (Fab)_2_ fragment)-conjugated Alexa Fluor^®^ 488 (Cell Signaling Technology, MA, USA) (1:500) secondary antibody. Nuclei were stained by DAPI (Cell Signaling Technology, USA). The cells were observed under an inverted fluorescence microscope or a confocal microscope (Olympus, Japan).

### RNA sequencing and data analysis

Total RNA samples were extracted from LPS/IC-activated BMMs in the presence of DMSO or GSI for 1 hr using an RNeasy Mini Kit (Qiagen, USA). RNA samples were assessed for quality using an Agilent 2100 Bioanalyzer (Agilent, USA) and quantified using a Qubit 3.0 fluorometer (Life Technologies, USA). Strand-specific cDNA library preparation was performed using a TruSeq stranded mRNA library prep kit (Illumina, USA). The cDNAs were sequenced on a NextSeq 500 system (Illumina, USA) at the Omics Sciences and Bioinformatics Center (Chulalongkorn University). The obtained data were trimmed of Illumina adapters using Trimmomatic and aligned using STAR software. Raw reads were counted using HTSeq, and the reads were mapped against the mm10 reference genome and annotated with Entrez Gene. Differential gene expression (DE) was determined using edgeR software, and the statistics were calculated according to a quasi-negative binomial distribution. Statistical significance was indicated by an FDR cut-off of < 0.05. Heat-maps were generated by MultiExperiment Viewer (MeV 4.9). Functional annotations were performed using ToppGene Suite (http://toppgene.cchmc.org). Data has been deposited in NCBI Gene Expression Omnibus (GEO) and is accessible through GEO accession number GSE114020.

### Statistical analysis

Statistical analyses were performed using SPSS version 15.0 and GraphPad Prism version 5.0. Student’s t-test (paired or unpaired) and one-way ANOVA (α = 0.05) with Tukey’s multiple comparison test were used when comparing different conditions.

## Results

### Expression of IL-10 and IL-12p40 in LPS/IC-activated macrophages

To confirm the cytokine profiles in macrophages activated by LPS or LPS with ICs, the relative levels of *Il10* and *Il12b* mRNA were determined 4 hrs after activation. Consistent with previous reports, compared with those activated by LPS, macrophages activated by LPS and ICs showed significantly higher levels of *Il10* mRNA, whereas the levels of *Il12b* mRNA were significantly lower (Fig 1A) [5]. To determine the effect of IC treatment on cytokine production, IL-10 levels were measured in macrophages activated with various stimuli. As shown in Fig 1B, IL-10 production was detected in all LPS-stimulated conditions, while priming with IFNγ alone or ICs alone did not result in detectable IL-10 levels. As expected, compared to that stimulated by other conditions, IL-10 production reached the highest level upon activation by LPS and ICs (Fig 1B). Furthermore, stimulation with LPS in the presence of free antibody alone did not increase the amount of IL-10, suggesting that IC crosslinking is essential for enhancing IL-10 production.

**Fig 1:**
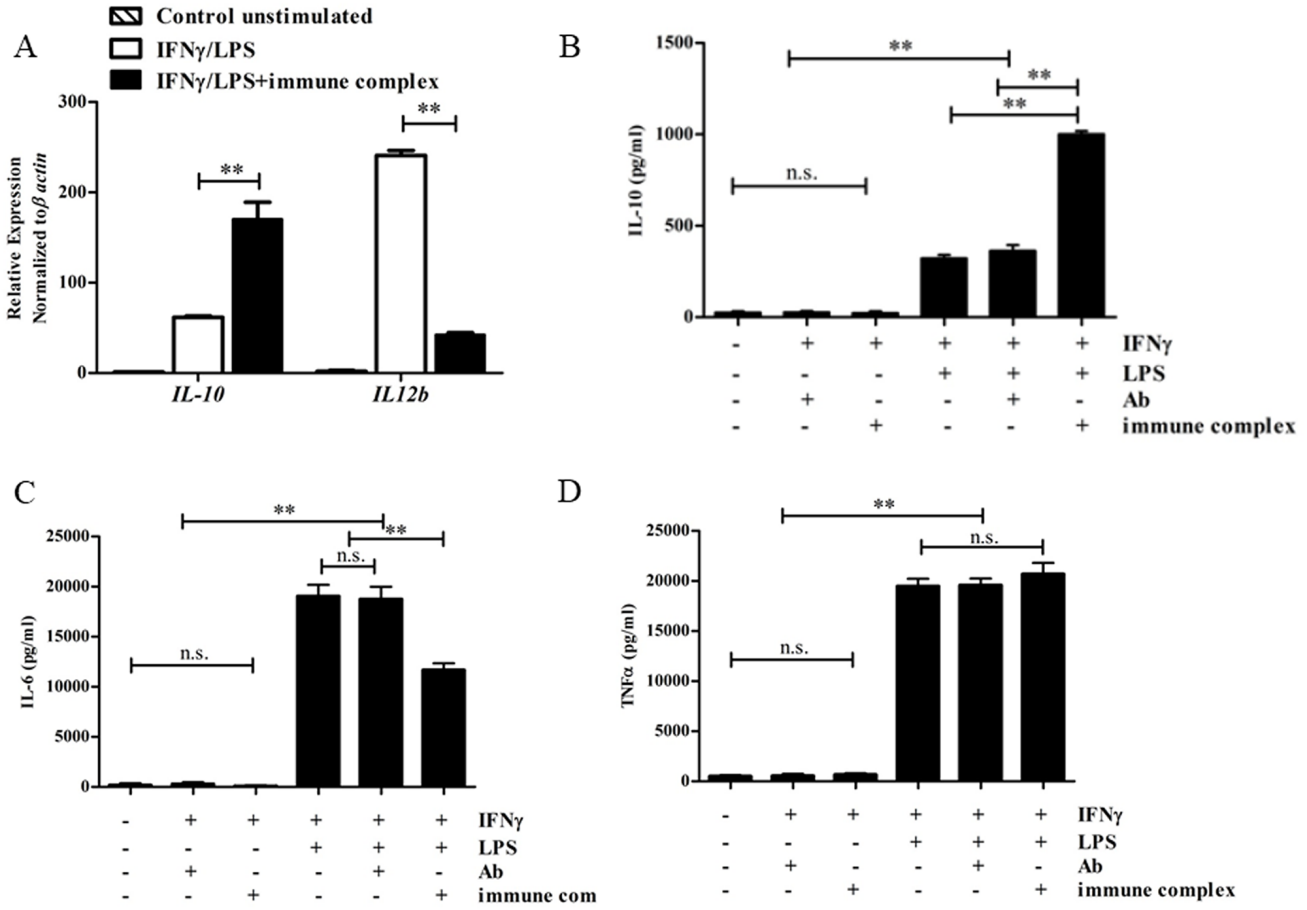
Cytokine expression in macrophages stimulated with LPS or LPS/ICs. (A) IFNγ-primed BMMs were activated by LPS (100 ng/mL) or LPS/ICs for 4 hrs. The expression levels of *Il10* and *Il12b* mRNA were measured by qPCR. (B-D) IFNγ-primed BMMs were activated by ICs (anti-OVA IgG) in the presence or absence of LPS (100 ng/mL) for 6 hrs. The levels of IL-10 (B), IL-6 (C) and TNFα (D) in the culture supernatant were measured by ELISA. ** indicates statistical significance (*p*<0.05) according to one-way ANOVA with Tukey’s multiple comparison test. n.s. indicates no statistical significance. The results represent the mean±SD of triplicate determinations from one representative experiment of two independent experiments.

We next measured the levels of pro-inflammatory cytokines, *i*.*e*., TNFα and IL-6, in LPS-stimulated macrophages the presence of ICs [12, 32, 33]. We found that TNFα was produced at comparable levels in the presence or absence of ICs, whereas the production of IL-6 was dampened in the presence of ICs, compared with that in the presence of LPS alone (Fig 1C and 1D). These data are consistent with previous reports and indicate that the crosslinking of FcγRs by ICs is essential for tipping the balance of cytokine production, which is accomplished mainly by decreasing IL-6 and IL-12 levels and increasing IL-10 levels [5].

### Activation of Notch signaling in LPS/IC-activated macrophages

Next, we determined whether Notch receptors and their ligands are expressed and whether the signaling is activated in LPS/IC-activated macrophages. First, the presence of cleaved Notch1 as an indicator of active Notch signaling was determined. The appearance of cleaved Notch1 was readily detectable at 1 hr after stimulation and persisted for at least 6 hrs. In parallel, the levels of Notch1 and 2 were also upregulated (Fig 2A). To investigate the stimuli contributing to the activation of Notch signaling in this setting, the cells were activated by LPS, anti-OVA antibody alone, ICs alone or the combination of LPS and ICs or anti-OVA antibody. As shown in Fig 2B, the activation of Notch signaling, as determined by the appearance of cleaved Notch1, was detected in only the condition where LPS was used, while anti-OVA antibody alone or ICs alone did not result in the appearance of cleaved Notch1. Therefore, signaling through TLR4 is crucial for the activation of Notch signaling. At 3 hrs after activation, higher levels of surface expression of the Notch ligand Jagged1 were observed compared to the other ligands while the level of Dll4 decreased (Fig 2C). Therefore, macrophages activated by LPS/ICs had upregulated expression levels of Notch1 and Notch2 and at least one Notch ligand. More importantly, the activation of Notch signaling was initiated after stimulation with LPS/ICs. These data indicated that the cleavage of Notch1 in LPS/IC-activated macrophages depends solely upon TLR4 signaling induced by LPS stimulation.

**Fig 2:**
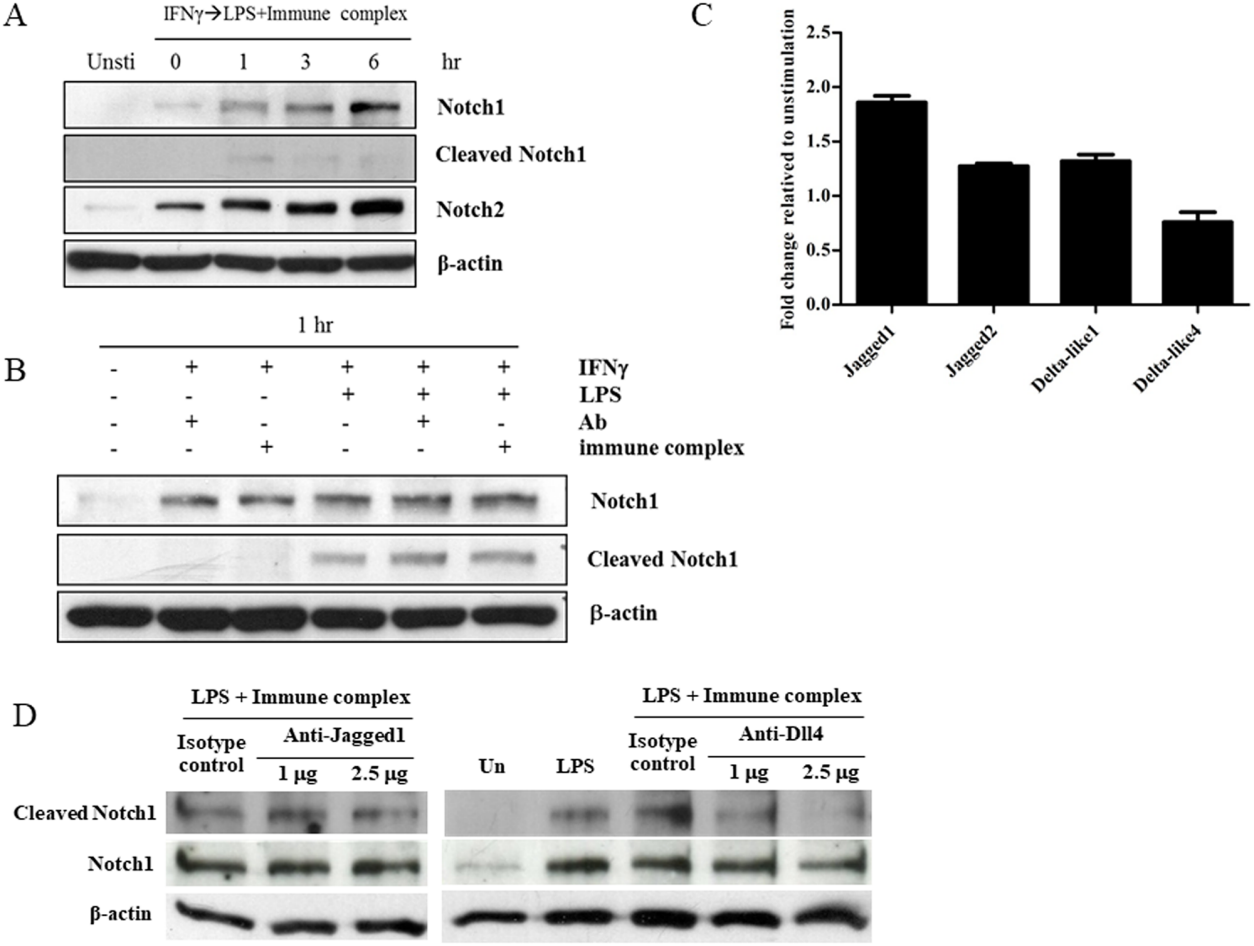
Stimulation by LPS is responsible for the activation of Notch signaling in LPS/IC-activated macrophages. (A) IFNγ-primed BMMs were activated by LPS/ICs for 0, 1, 3 and 6 hrs. Notch1, Notch2 and cleaved Notch1 (Val1744) were detected in whole cell lysates by Western blotting. β-actin was used for the loading control. Representative data from 1 of 2 independent experiments are shown. (B) BMMs were activated by anti-OVA IgG or ICs in the presence or absence of LPS (100 ng/mL) for 1 hr. Notch1 and cleaved Notch1 (Val 1744) were detected by Western blotting. β-actin was used as the loading control. Representative data from 1 of 2 independent experiments are shown. (C) Expression levels of Jagged1, Jagged2, Dll1 and Dll4 were detected by flow cytometry, and the relative levels were normalized to those from the unstimulated conditions. The results represent the mean±SD of triplicate determinations from one representative experiment of two independent experiments. (D) Cell lysates prepared from anti-Jagged1, anti-Dll4 antibody blocking or isotype control were analyzed for Notch1 and cleaved Notch1 (Val 1744) by Western blotting. Representative data from one of two independent experiments are shown. β-actin was used as the loading control.

To investigate which Notch ligand(s) is responsible for Notch1 cleavage in LPS/IC-activated macrophages, specific antibody blocking was performed. As shown in Fig 2D, blocking Jagged1 did not show any effect on the level of cleaved Notch1 while blocking Dll4 clearly reduced the level of cleaved Notch1. These results indicated that Dll4 is likely the ligand responsible for Notch1 activation in LPS/IC-activated macrophages.

### LPS/IC stimulation initiated the activation of Notch signaling in a NF-κB and MAPK-dependent manner

Foldi *et al*. reported that the activation of Notch signaling in TLR agonist-stimulated macrophages was initiated by Jagged1 auto-amplification through the NF-κB and MAPK signaling pathways [24]. Therefore, we asked whether the activation of Notch signaling, as determined by the presence of cleaved Notch1, with LPS/ICs is dependent on the NF-κB and/or MAPK pathways, similar to what was observed in LPS-activated macrophages. We used pharmacological inhibitors to specifically inhibit the NF-κB pathway (Bay-11), Erk/MEK1/2 pathway (U0126), p38 MAPK pathway (SB203580) and PI3K/Akt pathway (LY94002) and detected the appearance of cleaved Notch1. As shown in Fig 3A, cleaved Notch1 almost completely disappeared after macrophages were pretreated with either an NF-κB inhibitor or an Erk inhibitor, whereas Notch1 activation was only partially reduced after pretreatment with a p38 MAPK inhibitor or a PI3K inhibitor (Fig 3A). Therefore, the activation of Notch signaling was NF-κB-dependent and/or Erk/MEK-dependent in LPS/IC-activated macrophages, while the requirement of p38 MAPK and PI3K for Notch signaling was minimal.

**Fig 3:**
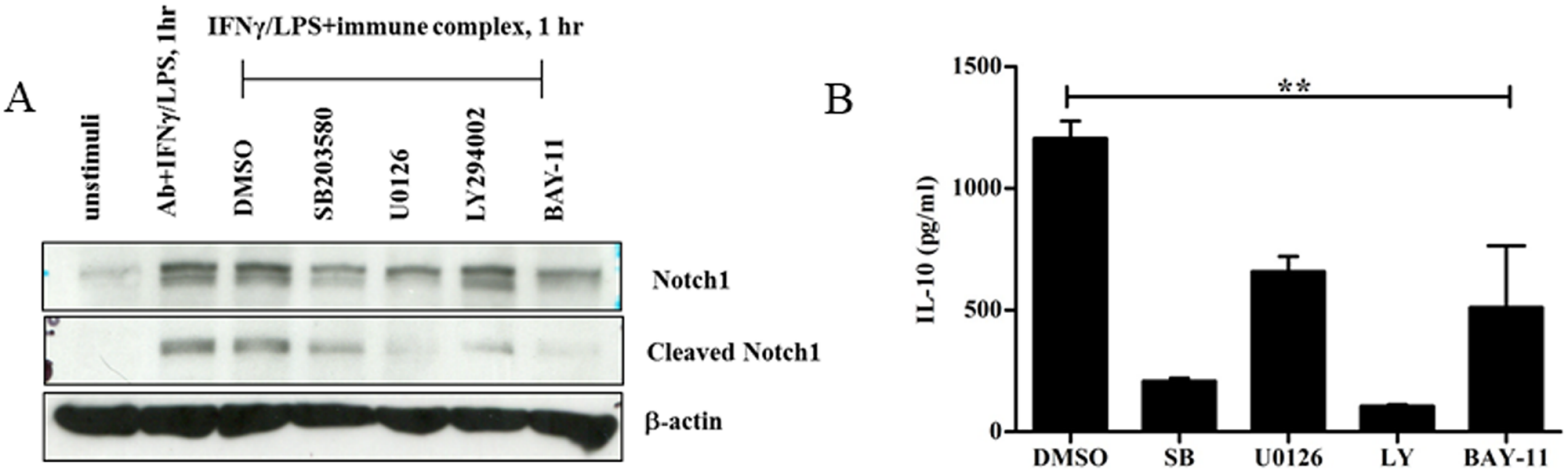
Effect of specific inhibitors of the MAPK, NF-κB and PI3K signaling pathways on Notch signaling activation and IL-10 production in LPS/IC-activated macrophages. (A) IFNγ-primed BMMs were pre-treated with Bay-11 (10 μM), SB203580 (10 μM), U0126 (10 μM), LY94002 (50 μM) or vehicle control DMSO for 30 min. The cells were subsequently activated by LPS/ICs for 1 hr, and protein lysates were created. Notch1 and cleaved Notch1 (Val 1744) were detected by Western blot. β-actin was used as the loading control. Representative data from one representative experiment of 3 independent experiments are shown. (B) Culture supernatants from the cells treated as in (A) were collected 6 hrs after stimulation, and the IL-10 levels were measured by ELISA. ** indicates statistical significance (*p*<0.05) according to one-way ANOVA with Tukey’s multiple comparison test. The results represent the mean±SD of triplicate determinations from one representative experiment of 2 independent experiments.

To confirm the effect of these inhibitors on IL-10 production in LPS/IC-activated macrophages, IL-10 levels were quantitated by ELISA. As shown in Fig 3B, all inhibitors affected the expression of IL-10 to varying degrees. Treatment with specific inhibitors of p38 MAPK and PI3K resulted in a profound reduction in IL-10, whereas inhibitors of the Erk/MEK1/2 and NF-κB pathways resulted in partial reductions in IL-10; these findings indicate that p38 and PI3K are the main signaling pathways regulating IL-10 production, while the Erk/MEK1/2 and NF-κB pathways partially contribute to this regulation (Fig 3B). Taken together, the NF-κB and Erk/MEK pathways play an important role in the activation of Notch signaling and partially regulate IL-10 production in LPS/IC-activated macrophages.

### Effect of GSI treatment and CSL/RBP-Jκ deletion on IL-10 production in LPS/IC-activated macrophages

To study the role that Notch signaling plays in regulating IL-10 production, GSI was used to inhibit the cleavage of Notch receptors. The appearance of cleaved Notch1 was examined to validate the efficacy of GSI in inhibiting Notch signaling activation. Cleaved Notch1 was not produced upon GSI treatment, indicating that GSI treatment effectively inhibited the activation of the Notch signaling pathway (Fig 4A). Furthermore, the level of *hes1*, one of Notch target genes, was significantly reduced (S1A Fig). The percentage of cells producing IL-10 in LPS/IC-stimulated macrophages decreased by almost 50% for GSI-treated cells, compared with the mock control-treated cells, as measured by intracellular IL-10 staining (Fig 4B). This reduction at the cellular level reflected the *Il10* mRNA level and secreted IL-10 in the supernatant (S1B Fig and Fig 4C). GSI treatment also reduced the level of IL-10 in LPS-activated macrophages but to a lesser extent than that observed in LPS/IC-stimulated macrophages. Interestingly, the percentages of cells expressing IL-10 in LPS/IC-activated macrophages in the presence of GSI was comparable to that of IFNγ/LPS-activated macrophages (data not shown).

**Fig 4:**
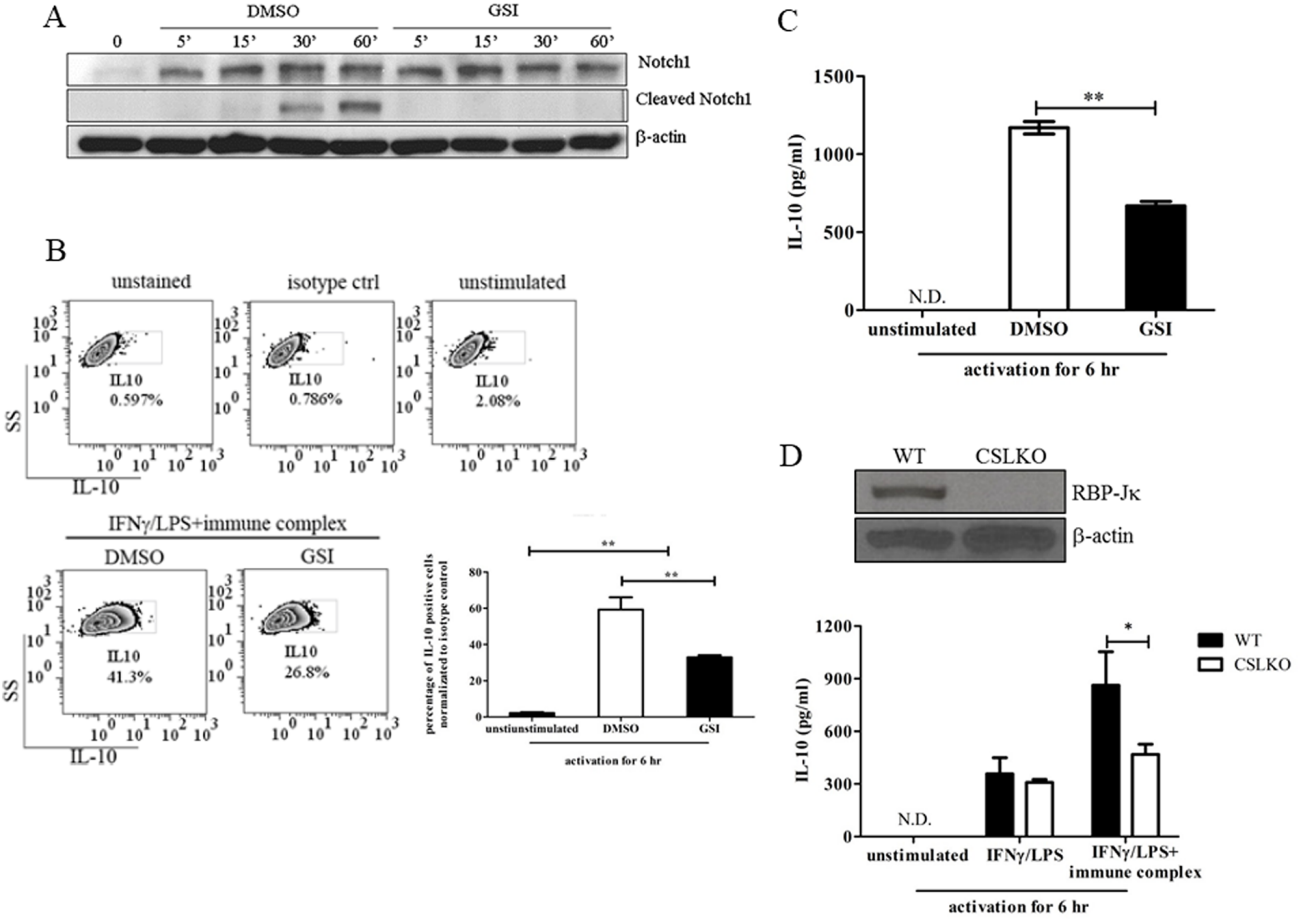
Effects of inhibiting Notch signaling by GSI or targeted *Rbpj* deletion on IL-10 production in LPS/IC-activated macrophages. (A) IFNγ-primed BMMs were pre-treated with vehicle control DMSO or GSI (25 μM) for 30 min. The cells were subsequently activated by LPS/ICs for 5, 15, 30 and 60 min. Cleaved Notch1 (Val 1744) and Notch1 were measured in whole cell lysates by Western blotting. Representative data from one of two independent experiments are shown. (B) IFNγ-primed BMMs were pre-treated with vehicle control DMSO or GSI (25 μM) and subsequently activated by LPS/ICs for 6 hrs. IL-10 expression was detected by intracellular cytokine staining. Representative data from one of two independent experiments are shown. (C) Culture supernatants were collected from BMMs stimulated for 6 hrs as described in (B), and the IL-10 levels were measured by ELISA. (D) CSL/RBP-Jκ expression in BMMs from wildtype (ctrl) or *Rbpj* KO (CSL KO) mice was detected by Western blotting. Representative data from one of two independent experiments are shown. BMMs from wildtype (ctrl) or *Rbpj* KO mice were activated by LPS or LPS/ICs for 6 hrs. IL-10 levels were detected by ELISA. * and ** indicate statistical significance (*p*<0.05) according to one-way ANOVA with Tukey’s multiple comparison test. The results represent the mean±SD of triplicate determinations from one of two independent experiments.

To confirm the impact of canonical Notch signaling on IL-10 production, bone marrow-derived macrophages from mice with targeted *Rbpj* deletion were used (Fig 4D). The level of IL-10 was significantly reduced in *Rbpj* knockout (KO) macrophages that were activated by LPS/ICs compared with that in the wildtype control macrophages (Fig 4D). However, IL-10 production was not decreased in *Rbpj* KO LPS-activated macrophages, in contrast to the findings observed for GSI treatment. The effect of Dll4 blocking on *Il10* expression was examined and the results show that blocking of Dll4, but not Jagged1, reduced the *i110* mRNA level in LPS/IC stimulated macrophages (S1C Fig. These data implied that the activation of canonical Notch signaling, which requires Dll4, the activity of gamma-secretase and the presence of CSL/RBP-jκ, is critical for IL-10 production in macrophages activated by LPS/ICs but not in macrophages activated by LPS alone.

### Effects of GSI treatment and deletion of CSL/RBP-Jκ on signaling downstream of TLR and FcγR

Next, we asked whether Notch signaling affects signaling downstream of TLR and FcγR by using GSI treatment. Macrophages were activated by LPS/ICs for 5, 15, 30 and 60 min in the presence of GSI or vehicle control DMSO, and the phosphorylation status of p38, Erk (p44/42), SAPK/JNK and Akt was detected. As shown in Fig 5A and 5B, the phosphorylation of p38, Erk and SAPK/JNK, which are downstream of MAPK signaling, were not affected by GSI treatment. Furthermore, the activation of PI3K also remained intact for the duration of the experiment, even when Notch signaling was inhibited. These results suggest that GSI treatment did not affect the immediate downstream signaling pathways in LPS/IC-stimulated macrophages.

**Fig 5:**
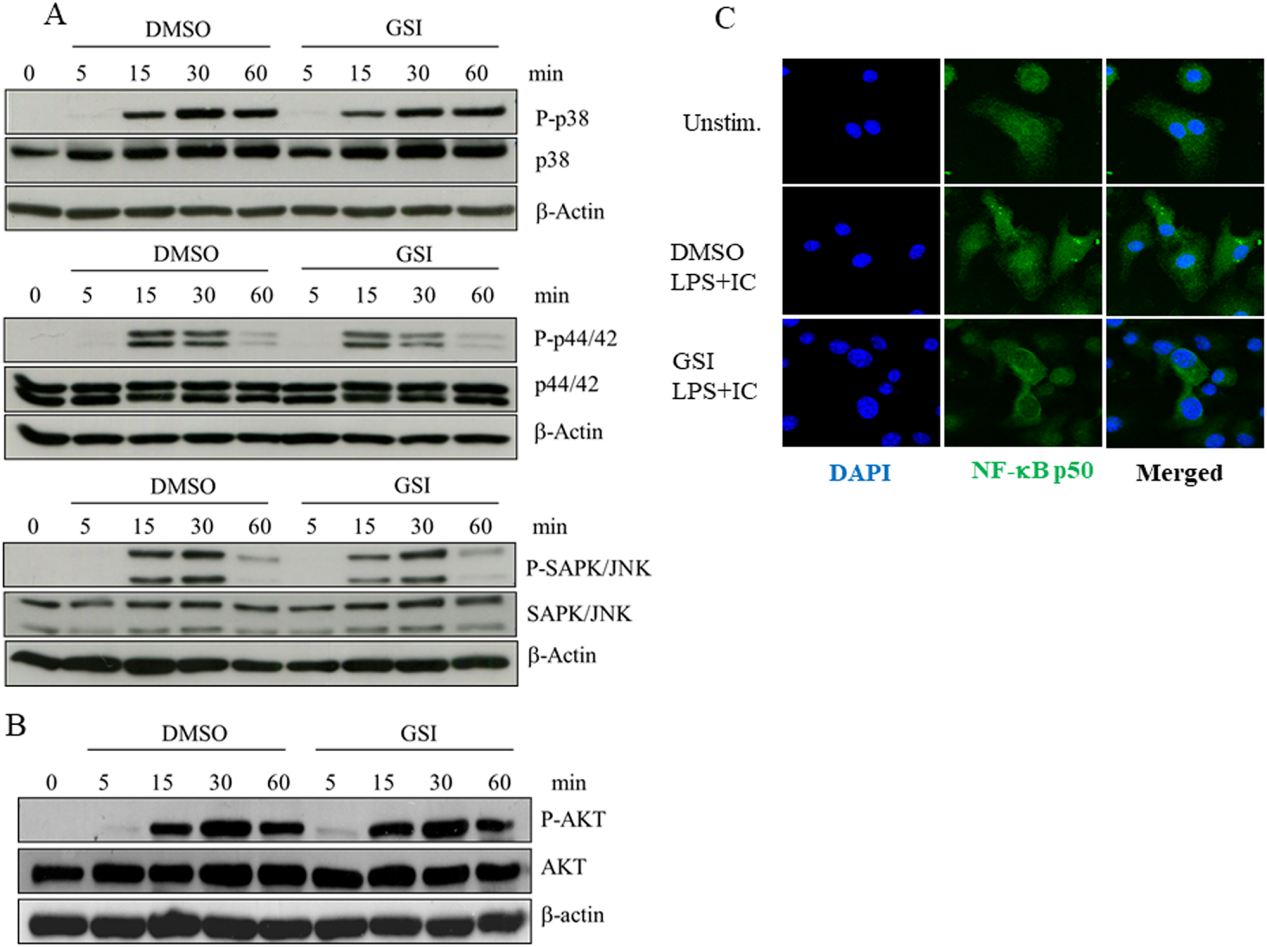
Effects of GSI treatment on MAPK, PI3K/AKT and NF-κB pathway activation in LPS/IC-activated macrophages. (A-B) IFNγ-primed BMMs were pre-treated with vehicle control DMSO or GSI (25 μM) for 30 min and activated by LPS/ICs for 5, 15, 30 and 60 min. Phospho-p38, p38 phospho-p44-42, p44-42, phospho-SAPK/JNK, SAPK/JNK, phospho-Akt, Akt and the loading control β-actin were detected by Western blotting. Representative data from 1 of 3 independent experiments are shown. (C) IFNγ-primed BMMs were activated by LPS/ICs for 4 hrs in the presence of vehicle control DMSO or GSI (25 μM). NF-κB p50 was detected by immunofluorescence staining. The arrows indicate cells with decreased or no p50 nuclear translocation (green). Representative data from 1 of 2 independent experiments are shown.

When NF-κB signaling pathway activation was determined according to the nuclear localization of the p50 subunit, GSI treatment clearly suppressed the activation of p50 (Fig 5C and S2 Fig). To confirm this observation, nuclear accumulation of NF-κB p50 were examined by Western blot after separation into the cytosolic and nuclear fractions. Consistent with the results obtained from immunofluorescent staining, GSI decreased the level of nuclear NF-κB p50 at 4 hr after stimulation (Fig 6A). To examine whether similar defect occurs in *Rbpj* KO macrophages, nuclear and cytosolic fractions were prepared from wildtype or *Rbpj* KO macrophages. As shown in Fig 6B, NF-κB p50 was readily accumulated in the nuclei obtained from wild type macrophages at 1 and 4 hr after stimulation. In contrast, delay in NF-κB p50 nuclei accumulation in *Rbpj* KO macrophages was observed at 1 hr. The level of nuclei NF-κB p50 in *Rbpj* KO macrophages recovered later at 4 hr. Taken together, these data suggest that the Notch signaling pathway positively regulates NF-κB activation, at least through inhibiting the p50 subunit, and this, in turn, affects the phenotypes of LPS/IC-activated macrophages, such as IL-10 production.

**Fig 6:**
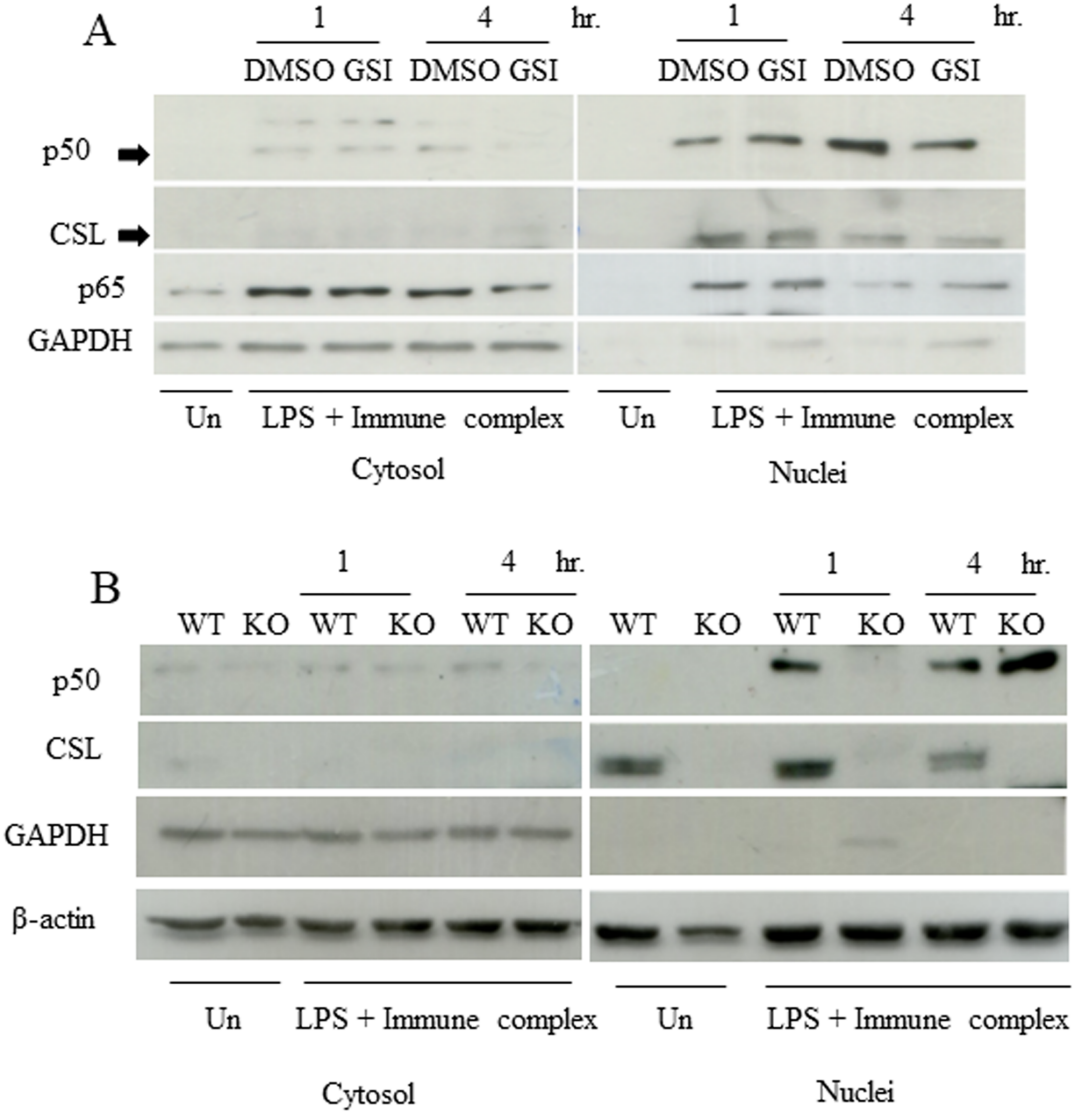
Defects in NF-κB p50 nuclei accumulation by GSI treatment or deletion of CSL/RBP-Jκ in LPS/IC-activated macrophages. (A) BMMs were pretreated with DMSO or GSI for 1 and 4 hr and the cytosolic and nuclei fractions were analyzed for NF-κB p50 by Western blotting. GAPDH and CSL/RBP-Jκ were used as cytosolic and nuclei markers, respectively. (B) BMMs from wildtype or *Rbpj* KO mice were stimulated with LPS/IC for 1 and 4 hr and the cytosolic and nuclei fractions were analyzed for NF-κB p50 as described for (A). Representative data from 1 of 2 independent experiments are shown.

### GSI treatment changes the gene expression profiles of LPS/IC-activated macrophages

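Bone marrow-derived macrophages (BMMs) of C57BL/6 mice, primed with IFNγ, were activated for 1 hr with LPS and IgG-opsonized ovalbumin (LPS/ICs) in the presence of 25 μM DAPT, a γ-secretase inhibitor (GSI) that prevents the cleavage of Notch receptors, or of the vehicle DMSO at 0.01%. Poly(A) RNA was made into strand-specific libraries and sequenced, and the authors deposited the number of reads that HTSeq counted on each of 47069 Ensembl genes, without normalization. The counts cover 2 conditions with 2 replicates each, and 4 columns per replicate. The labels do not say what these 4 columns are, and they were taken as sequencing runs of the replicate. The 4 runs of a replicate differed by about as much as the sampling noise: over the genes with at least 40 counts the chi-square statistic per degree of freedom was 1.03 and 1.01 for DMSO replicates 1 and 2 and 1.03 and 1.01 for GSI replicates 1 and 2, and 0 genes differed between runs after Benjamini-Hochberg adjustment, with 5.06% to 5.58% of genes at an unadjusted p under 0.05. Between the replicates of a condition the same statistic was 14.7 for DMSO and 16.6 for GSI. The runs were therefore summed and each replicate was counted as 1 library. The summed totals were 42694655 and 56932059 counts for DMSO and 48483661 and 49511733 counts for GSI, so that 3 counts, the limit that a count of 0 allows, corresponded to 0.0527 to 0.0703 CPM (counts scaled to a library of 1e6 counts). These limits cover counting error only, since PCR copies of a molecule were not marked. Genes were tested with edgeR's quasi-likelihood test on the 13211 genes that passed edgeR's default filter on low counts, with TMM normalization and Benjamini-Hochberg adjustment (FDR), after the paper's use of edgeR with an FDR cut-off of 0.05. Fold changes are GSI against DMSO. With 2 libraries per group an SD rests on a single difference. The paper's text does not name the strand setting of the counting; the counts themselves showed that strand was used, and the DMSO and GSI libraries differed in the counts across from expressed genes. On 230 genes whose exons overlap exons of an expressed gene on the other strand, the lower quartile of counts per 1000 counts of that other gene was 13.2 and 11.1 in the DMSO libraries and 2.55 and 1.02 in the GSI libraries.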

To investigate the global effect of inhibiting the activation of Notch signaling in LPS/IC-stimulated macrophages, a transcriptomic analysis by RNA-seq was performed to determine differential gene expression. When comparing BMMs stimulated with LPS/ICs in the presence of GSI and BMMs treated with vehicle control, 147 genes were found to be differentially expressed with log_2_ fold changes of greater than 1.5. 

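With the runs summed, 5392 of the 13211 genes tested had an FDR under 0.05, of which 2888 were lower and 2504 higher with GSI. Of these, 385 genes also had an absolute log2 fold change above 1.5. In all 385, both GSI libraries lay on the same side of both DMSO libraries, which held for 70.6% of all tested genes and which chance gives for 33.3%. The biological coefficient of variation shared by all genes was 0.0579, so that differences well below the fold change threshold reached the FDR threshold. Most of the 385 genes were weakly expressed: 230 averaged under 1 CPM over the 4 libraries. Among genes averaging between 1 and 10 CPM, 80 were lower and 29 higher, and among those averaging at least 10 CPM, 27 were lower and 19 higher. Of the alternatives, a cut-off of 1.5-fold in place of the log2 fold change of 1.5 moved the number of genes most, to 1864. The number also depended on the filter on low counts. It was 154 when only genes with at least 10 counts in every library were tested, a filter that also removes genes for having few counts in 1 group only, such as Il23r, and 556 when every gene with at least 1 count was. When the 16 runs were entered as separate samples, 178 genes passed both thresholds, and all of them were among the 385. Within a replicate, however, the runs differed by about as much as the sampling noise. DESeq2 called 313 genes, of which 305 were among the 385.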

More genes were downregulated in GSI-treated macrophages, suggesting that Notch signaling is positively involved in regulating gene expression (S3 and S4 Figs). 

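Of the 385 genes, 287 were lower and 98 were higher with GSI, so that 74.5% were lower (95% Wilson interval 70.0% to 78.6%, as a description, since genes are not independent). The surplus differed with the position of the genes. Among the 9015 tested genes without exons of another gene on the other strand, 106 were lower and 78 higher. Among the 4196 tested genes with such exons, 181 were lower and 20 higher. Of 284 antisense genes, 62 were lower and 2 higher, and all of these lay across from annotated exons. Of the protein-coding genes past both thresholds, 66.5% were lower. Refitted on the genes without exons on the other strand, a setting chosen after the data were seen, 57.9% of 183 genes were lower.
The 5 genes with the largest decreases among those averaging at least 1 CPM were not annotated as protein-coding and all lay across from exons of another gene: Gm20412 on chromosome 2 of GRCm38 (158117154 to 158117905), with a log2 fold change of -5.07 (standard error 0.256, FDR = 8.28e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Mir6381, Gm26762, Gm38316 and Gm26716, with log2 fold changes of -4.94, -4.90, -4.79 and -4.65. Both GSI libraries held at most 21 counts of each of them, so the changes depended on single libraries: when 1 library was left out, they ranged from -6.45 to -4.37 for Gm20412, from -6.70 to -4.16 for Mir6381, from -6.61 to -4.13 for Gm26762, from -5.57 to -4.27 for Gm38316 and from -5.38 to -4.16 for Gm26716. The 5 genes with the largest increases were protein-coding and had no exons on the other strand. Beside Saa3, Nos2 and Il23r, they were Ly6i on chromosome 15 (74979534 to 74983430) and F10 on chromosome 8 (13037308 to 13056676). Ly6i rose from 4.27 ± 0.261 CPM (SD, n = 2) to 40.5 ± 2.93 CPM (SD, n = 2), a log2 fold change of 3.24. F10 rose from 3.26 ± 0.104 CPM (SD, n = 2) to 27.7 ± 2.52 CPM (SD, n = 2), a log2 fold change of 3.08. From the larger number of downregulated genes, the paper proposes that Notch signaling is positively involved in regulating gene expression.

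**Figure D1:**
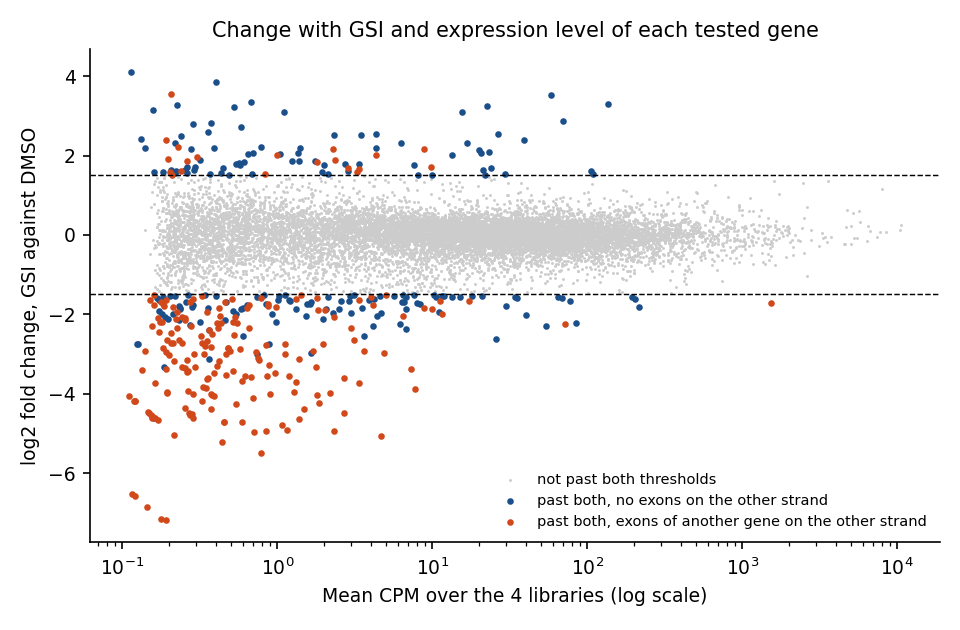
Log2 fold change (GSI against DMSO) of each of the 13211 tested genes against its mean CPM over the 4 libraries on a log axis, with dashed lines at log2 fold changes of 1.5 and -1.5. The 181 genes lower past both thresholds that have exons of another gene on the other strand (orange) spread far below the line at low CPM, while the 106 lower and 78 higher genes without such exons (blue) lie on both sides.

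**Figure D2:**
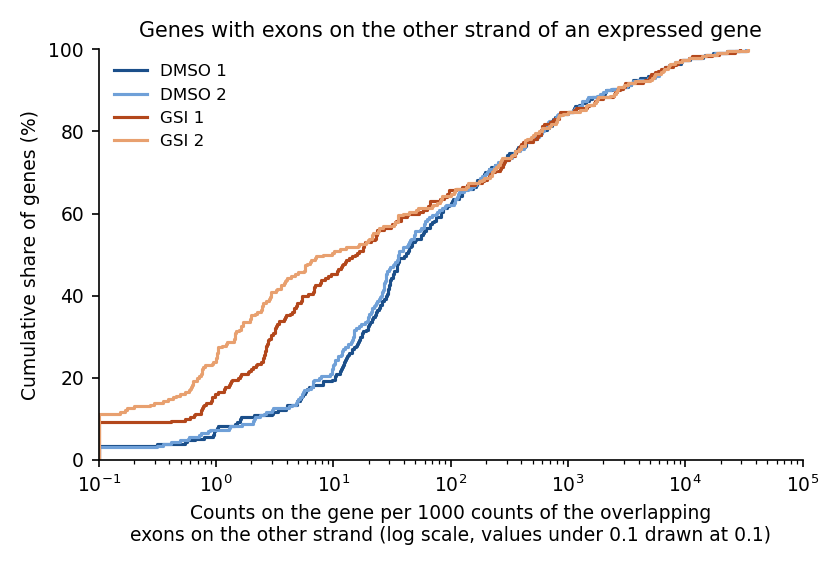
Cumulative share of 230 genes, in each library, by their counts per 1000 counts of the overlapping exons on the other strand (log axis). The curves of the 4 libraries run together at high ratios and separate at low ratios, where the lower quartile was 13.2 and 11.1 with DMSO and 2.55 and 1.02 with GSI.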

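The heatmaps of Fig 7 name 44 different genes under 4 processes, and all 44 were tested. Every one of them was lower with GSI, with an FDR under 0.05 and a log2 fold change between -2.98 and -1.51, so all 44 passed both of the thresholds that the 385 genes were chosen by. Because the genes were picked from these libraries, a test of them is not independent evidence. The 13 genes of leukocyte migration had a median log2 fold change of -1.88, and the 3 with the largest changes were Gpr183 (-2.55), Thbs1 (-2.23) and Cd34 (-2.05). Thbs1 fell from 119 ± 6.54 CPM (SD, n = 2) with DMSO to 25.2 ± 3.61 CPM (SD, n = 2) with GSI. The 6 genes of macrophage activation had a median of -1.84, with Thbs1 again first, followed by Csf2 (-2.07) and Cx3cr1 (-1.88). Csf2 was measured on few reads, 184 and 181 counts with DMSO and 57 and 29 counts with GSI, and its log2 fold change ranged from -2.65 to -1.65 when 1 library was left out in turn. The 13 genes of cytokine production had a median of -1.81, and their 3 largest changes were those of Nr4a3, Abca1 and Thbs1. Abca1, on chromosome 4 of GRCm38 (53030787 to 53159895), fell from 89.7 ± 4.74 CPM (SD, n = 2) to 18.4 ± 2.30 CPM (SD, n = 2), a log2 fold change of -2.28 (standard error 0.0875, FDR = 1.53e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The GO enrichment itself was not analysed here.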

The gene ontology (GO) enrichment analysis of the biological processes involving the upregulated and downregulated genes revealed that leukocyte migration, macrophage activation, cytokine production and cell cycle were significantly affected by GSI treatment in LPS/IC-stimulated macrophages (Fig 6 and S3 and S4 Figs). Interestingly, the biological processes associated with cell cycle were profoundly affected by GSI treatment in LPS/IC-stimulated macrophages (Fig 7).

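The cell cycle heatmap of Fig 7 lists 28 genes, more than any of the other processes. Their median log2 fold change was -1.63, and all 28 were past both thresholds, 28 also when adjusted over the list alone. Nr4a3 and Thbs1, which had the largest changes after Hpgd, are shared with the other processes. Hpgd, which encodes a dehydrogenase of prostaglandins, lies on chromosome 8 of GRCm38 (56294585 to 56321043) and fell from 2.94 ± 0.345 CPM (SD, n = 2) to 0.369 ± 0.0345 CPM (SD, n = 2), a log2 fold change of -2.98 (standard error 0.238, FDR = 4.98e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Plk1, with the smallest change, had a log2 fold change of -1.51 (standard error 0.138). Many of the changes lay close to the threshold. Of the 44 genes of Fig 7, 30 stayed under -1.5 in each of the 4 fits that left out 1 library, and 14 rose above it in at least 1 of them, to at most -1.38.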

**Fig 7:**
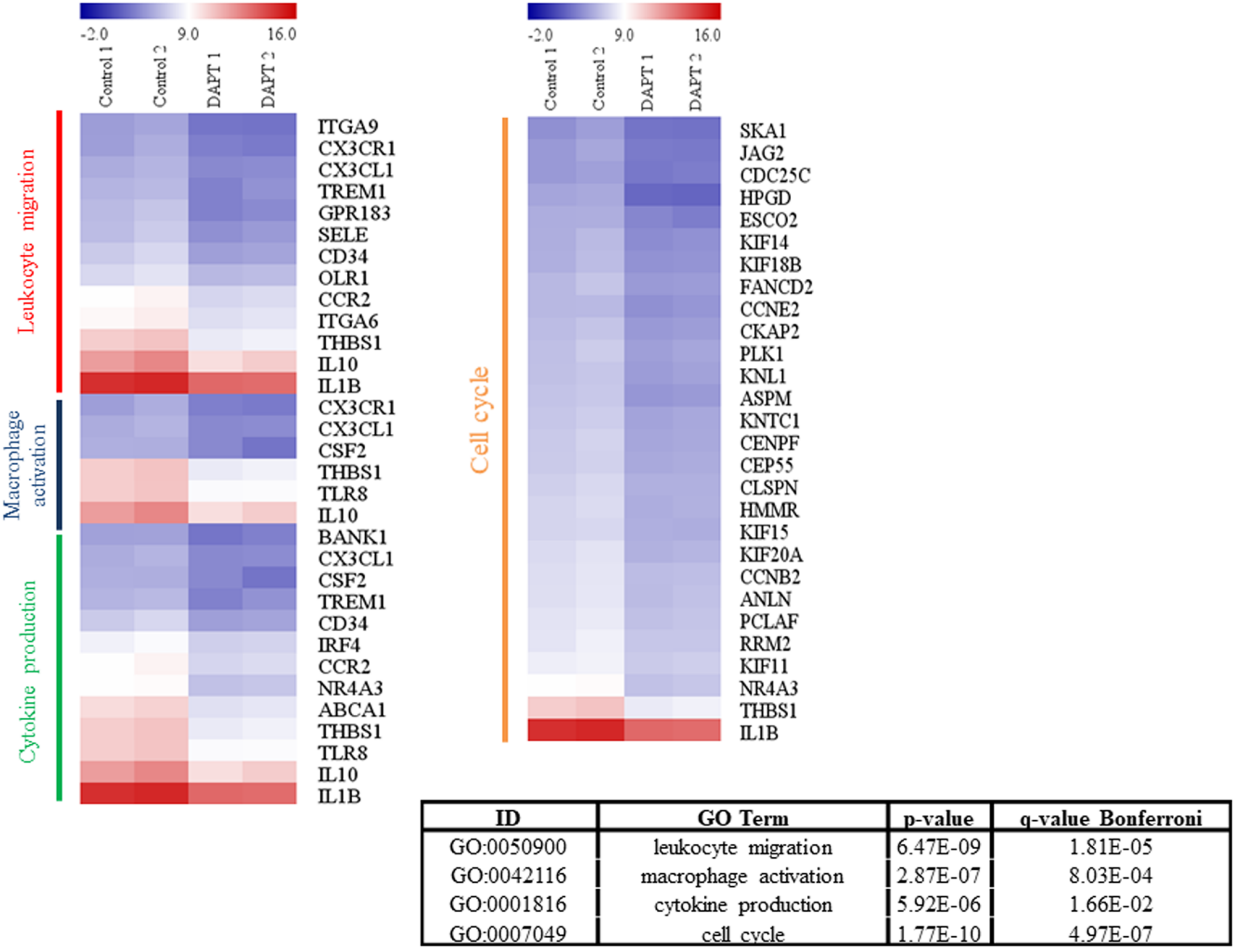
Heatmap of differentially expressed genes in LPS/IC-activated macrophages treated with DMSO *vs*. GSI. Total RNA isolated from LPS/IC-activated macrophages treated with vehicle DMSO or GSI (25 μM) was subjected to RNA-seq. Differentially expressed genes were subjected to a GO enrichment analysis. Heatmaps of genes associated with the GO terms leukocyte migration, macrophage activation, cytokine production and cell cycle are shown.

Among the genes with reduced mRNA levels, *Il10*, *Il12b*, and *Il1beta* and the Notch ligand *Jag2* and nuclear hormone receptor *Nr4a3* were validated (Fig 8A). These genes are reported to be partially regulated by the NF-κB pathway. Furthermore, the pro-inflammatory genes *Il23r*, *Saa3*, *Ptges* and *Nos2* were validated as genes upregulated by GSI treatment (Fig 8B).

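All 5 genes were lower in both GSI libraries than in both DMSO libraries. Il10 (ENSMUSG00000016529), on chromosome 1 of GRCm38 from 131019845 to 131024974, fell from 309 and 357 CPM in the DMSO libraries to 79.6 and 110 CPM in the GSI libraries, a log2 fold change of -1.81 (standard error 0.109, FDR = 1.11e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 library in turn moved it between -2.06 and -1.59. Il1b (ENSMUSG00000027398), on chromosome 2 from 129364570 to 129371139, was the most abundant of the 5 and fell from 2360 ± 186 CPM (SD, n = 2) to 722 ± 51.2 CPM (SD, n = 2), a log2 fold change of -1.71. Nr4a3 (ENSMUSG00000028341), on chromosome 4 from 48045153 to 48086447, had the largest decrease of the 5, from 44.2 ± 6.98 CPM (SD, n = 2) to 7.18 ± 0.673 CPM (SD, n = 2), a log2 fold change of -2.62 (standard error 0.109, FDR = 4.36e-13 from the same test). Jag2 (ENSMUSG00000002799), on chromosome 12 from 112907819 to 112929776, was measured on 94 and 147 counts with DMSO and 36 and 34 counts with GSI, a log2 fold change of -1.74 (standard error 0.216, FDR = 1.81e-06 from the same test). Il12b (ENSMUSG00000004296), on chromosome 11 from 44400063 to 44414033, fell from 23.8 ± 0.863 CPM (SD, n = 2) to 12.2 ± 0.372 CPM (SD, n = 2). Its log2 fold change of -0.97 (standard error 0.0875, FDR = 2.63e-08 from the same test) did not reach the fold change threshold of 1.5, and in no fit that left out 1 library did it fall below -1.01.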

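The 4 genes were higher in both GSI libraries than in both DMSO libraries, and all passed both thresholds. Saa3 (ENSMUSG00000040026), on chromosome 7 of GRCm38 from 46711998 to 46715700, rose from 9.36 ± 0.391 CPM (SD, n = 2) with DMSO to 107 ± 6.26 CPM (SD, n = 2) with GSI, a log2 fold change of 3.51 (standard error 0.0855, FDR = 7.91e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos2 (ENSMUSG00000020826), on chromosome 11 from 78920787 to 78960254, rose from 24.9 ± 1.49 CPM (SD, n = 2) to 245 ± 6.92 CPM (SD, n = 2), a log2 fold change of 3.30. Il23r (ENSMUSG00000049093), on chromosome 6 from 67422932 to 67491855, was weakly expressed with DMSO, with 8 and 15 counts against 97 and 96 counts with GSI. Its log2 fold change was 3.09 (standard error 0.285, FDR = 3.71e-08 from the same test) and ranged from 2.89 to 3.39 when 1 library was left out. Ptges (ENSMUSG00000050737), on chromosome 2 from 30889471 to 30929863, rose from 5.17 ± 0.284 CPM (SD, n = 2) to 14.9 ± 0.456 CPM (SD, n = 2). Its log2 fold change of 1.52 (standard error 0.105, FDR = 6.42e-10 from the same test) lay just above the threshold of 1.5 and ranged from 1.47 to 1.58 when 1 library was left out.

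**Figure D3:**
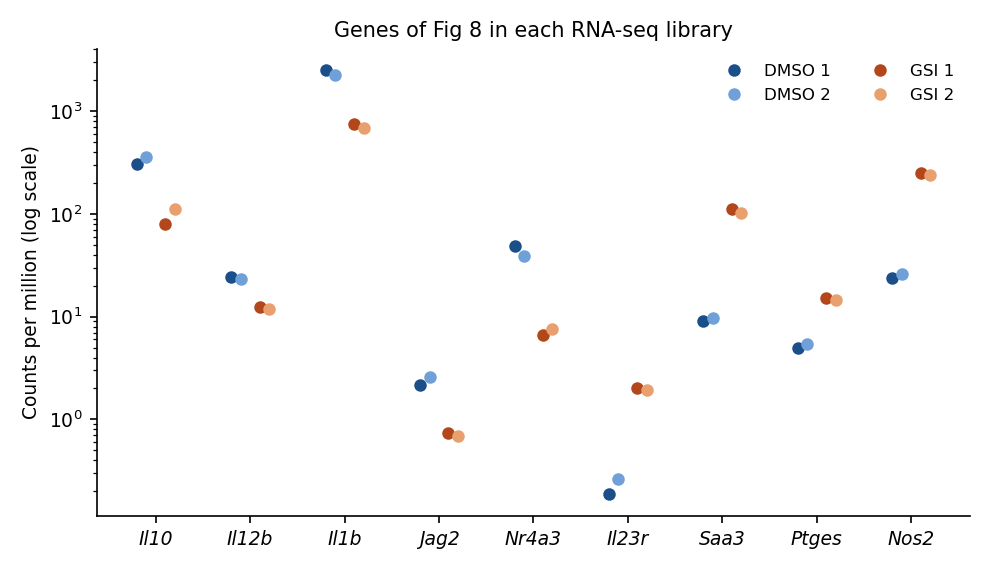
CPM of the genes of Fig 8 in each of the 4 RNA-seq libraries on a log axis, 1 point per library. The GSI points of Il10, Il12b, Il1b, Jag2 and Nr4a3 lie below both DMSO points, and those of Il23r, Saa3, Ptges and Nos2 above them.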

**Fig 8:**
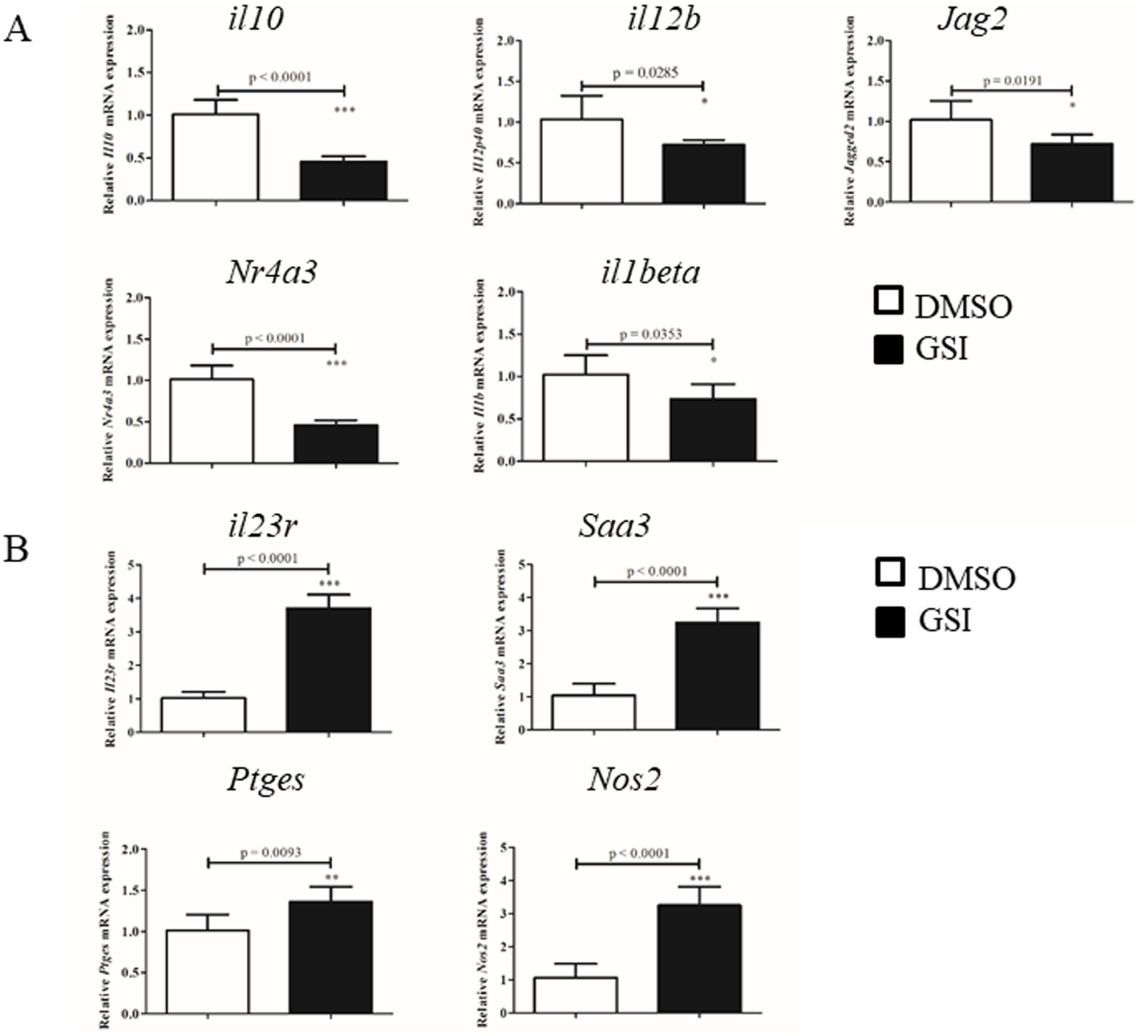
qPCR validation of differential gene expression induced by GSI treatment. Representative genes whose levels of expression were downregulated (A) or upregulated (B) by GSI treatment were validated in IFNγ-primed BMMs activated by LPS/ICs and treated with vehicle control DMSO or GSI. *, ** and *** indicate statistical significance (*p*<0.05) according to unpaired t-tests. The data represent the mean±SD of triplicate determinations from 1 of 2 representative independent experiments.

To confirm whether deletion of CSL/RBP-Jκ yields similar effect on gene expression in LPS/IC-stimulated macrophages, the same set of genes validated in Fig 8 were examined in BMMs from wildtype or *Rbpj* KO mice. As shown in Fig 9, only *Jag2* and *il1beta* mRNA showed reduced level in *Rbpj* KO macrophages, consistent with GSI treatment. In contrast, other genes showed no differences (*Nr4a3*, *il23r*, *Nos2*) or decreasing level (*Saa3*, *Ptges*). Therefore, in LPS/IC-stimulated macrophages, Notch signaling directly or indirectly suppresses inflammation via regulating the expression of inflammation-related genes. Taken together, the data indicate that Notch activation plays a complex role in regulating gene expression in LPS/IC-stimulated macrophages and may regulate inflammatory functions in this regulatory macrophage type via crosstalk with NF-κB pathways.

**Fig 9:**
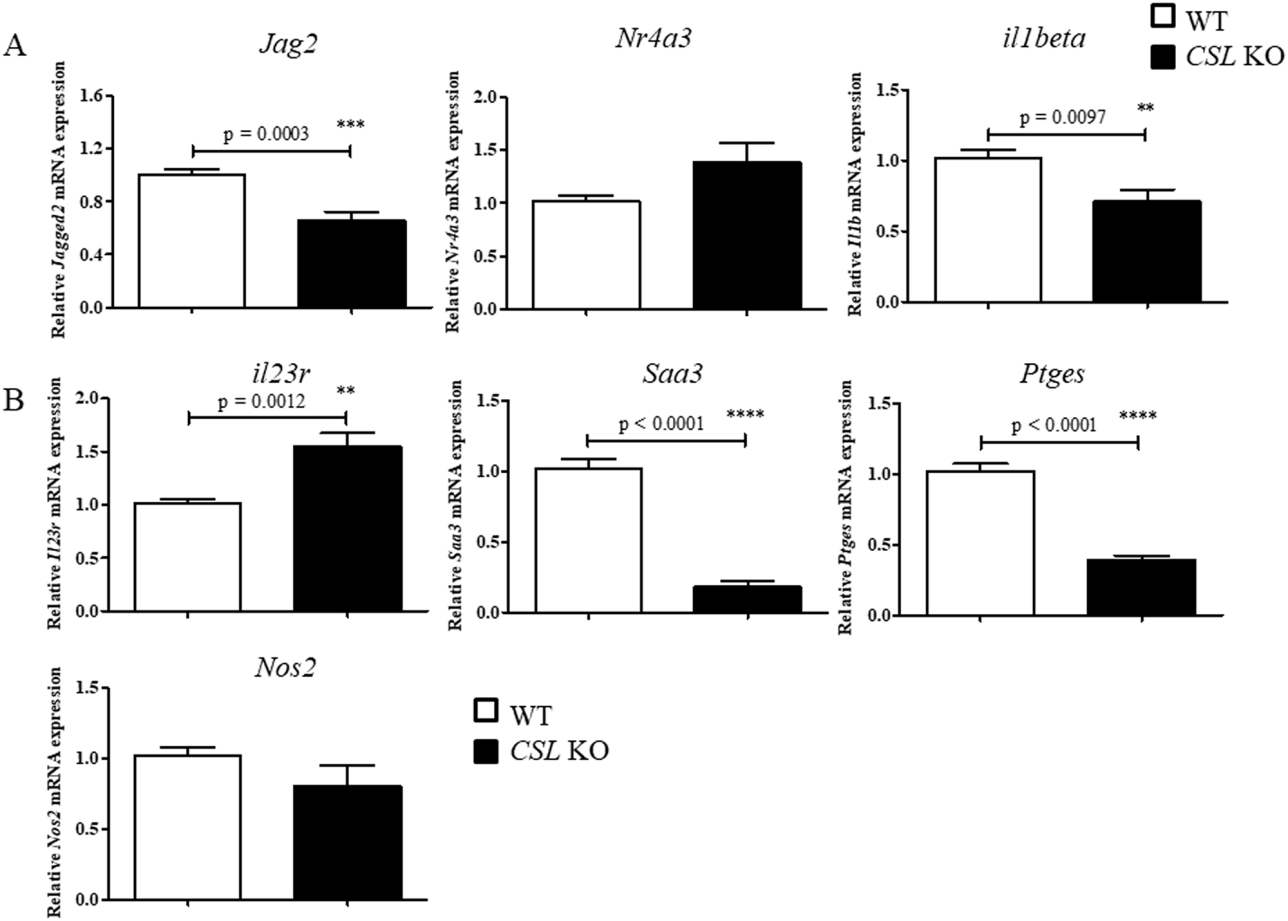
qPCR validation of differential gene expression in wildtype or *Rbpj* KO macrophages. Representative genes whose levels of expression were downregulated (A) or upregulated (B) by GSI treatment were validated in BMMs from wildtype or *Rbpj* KO mice upon activation by LPS/ICs. *, ** and *** indicate statistical significance (*p*<0.05) according to unpaired t-tests. The data represent the mean±SD of triplicate determinations from one of two representative independent experiments.

## Discussion

In this study, we confirmed the involvement of Notch signaling in LPS/IC-stimulated macrophages. Signaling through LPS/TLR4 is essential for Notch activation and Dll4, but not Jagged1, was identified as the main ligand that activates Notch1. An antibody or ICs alone was not sufficient to initiate Notch signaling activation as determined by the cleavage of Notch receptors. Previously, Foldi *et al* reported that the activation of Notch signaling was initiated through the downstream signaling of TLR4 in LPS-stimulated macrophages, mainly through the MAPK and NF-κB pathways and autoamplified by Jagged1 [24]. The differences in ligand usage to initiate Notch activation between LPS-stimulated *vs*. LPS/IC-stimulated macrophages may result in transduction of difference signals that affect difference cellular responses. Recent report confirmed that difference Notch ligands (Dll1 and Dll4) sends pulsatile or sustained signaling dynamics via the same Notch receptor and induces opposing cell fate during embryogenesis [34]. The surface expression of Dll4 was reduced in LPS/IC-stimulated macrophages, possibly due to the internalization of the protein after ligand/receptor ligation. In this study, Notch1 was investigated, but we found that the level of Notch2 also increased upon stimulation (Fig 2A). Therefore, multiple Notch receptors may be involved in the regulation of LPS/IC-stimulated macrophages.

The production of IL-10 in macrophages stimulated with TLR was regulated primarily by the MAPK and NF-κB signaling pathways [13]. In the presence of ICs, which trigger the signaling downstream of FcγRs, signals generated by ICs and LPS cooperate to enhance the production of IL-10 [7]. The level of IL-10 produced was affected to varying degrees when specific inhibitors (MEK1/2 MAPKs, p38 MAPK, NF-κB IκBα, PI3K and Notch) were used, indicating that each signal contributes differentially to controlling IL-10 production in macrophages activated by LPS with ICs. The limitation of this study using inhibitors is the undesirable off-target effect. Detailed characterization of the contribution of each pathway may be required to confirm this observation.

We further investigated the role of NF-κB in macrophages that were activated by LPS and ICs because NF-κB signaling was reported to control IL-10 production in macrophages stimulated with LPS [13, 17]. A previous study demonstrated the role of NF-κB in supporting MAPK signaling in LPS-induced IL-10 production in macrophages [35]. Furthermore, various DNaseI hypersensitive sites (HSs) containing NF-κB binding motifs were identified in the *Il10* locus (-55/-46), emphasizing the important role of NF-κB in the direct regulation of IL-10 production in various cell types, including macrophages [15, 17]. Among the NF-κB subunits, NF-κB1/p50 is the most abundantly found subunit in tumor-associated macrophages that plays a critical role in suppressing anti-tumor responses by decreasing IL-12 production and increasing IL-10 level [36]. In contrast to other NF-κB subunits, p50/p50 homodimer often functions as transcriptional repressor. In LPS-activated macrophages, however, p50 homodimer forms a complex with CREB-binding protein and activates transcription of *Il10* [17]. In line with this report, macrophages from *p50*^*-/-*^ mice is highly susceptible to LPS-induced sepsis [7]. These data all indicate that NF-κB p50 plays a critical role in regulating IL-10 production in macrophages. Our results added another piece of evidences that Notch signaling acts together with NF-κB p50 to regulate *Il10* expression in LPS/IC-stimulated macrophages.

How does Notch signaling cross regulate NF-κB pathway and prime macrophages for the effect of IC for optimal IL-10 production? The mechanism can be direct (physical interaction) or indirect (via other proteins). In T cell activation, Shin *et al*. showed that the intracellular domain of Notch1 in the nuclei interacts directly with NF-κB (p50) and sustains NF-κB activation to maintain T cell activation. Decreased NF-κB activation was observed in the absence of the nuclear localization of the Notch1 protein, indicating that the Notch protein regulates the activation of NF-κB, at least the p50 subunit [37]. In T cell leukemia, Notch signaling through one of its target gene, *Hes1*, sustains NF-κB activation by repressing expression of deubiquitinase CYLD. CYLD is a negative regulator of IKK complex [38]. In our study, GSI treatment and *Rbpj* KO yielded similar results of the defects in nuclear localization of NF-κB p50. Furthermore, the level of *Hes1* decreased upon GSI treatment. These data suggested that Notch/RBP-Jκ affects NF-κB p50 nuclear localization in a canonical Notch-dependent manner, possibly through Hes1 or direct association. While the effect of *Rbpj* deletion on NF-κB p50 was observed only at early time point (1 hr post stimulation), GSI treatment exhibited longer effect up to 4 hr.

The transcriptomic analysis revealed that genes involved in the cell cycle were consistently downregulated upon GSI treatment (Fig 7). 

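Lists of S-phase and G2/M-phase genes, written from general knowledge, extended the comparison beyond the genes shown in Fig 7, with which they share 3 and 7 genes. Of 42 S-phase genes, 37 were lower with GSI and 31 had an FDR under 0.05 in either direction, 32 when adjusted over the list alone. Their median log2 fold change was -0.67, and the largest changes were those of Ccne2 (-1.65), Rrm2 (-1.57) and Clspn (-1.53). Of 52 G2/M-phase genes, 50 were lower and 48 had an FDR under 0.05, 49 when adjusted over the list alone, with a median of -1.06 and the largest changes in Hmmr (-1.74), Cenpf (-1.69) and Ckap2l (-1.67). Past both thresholds were 3 and 8 genes of the lists. Both lists were lower than the other genes (limma's camera with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjusted p = 1.92e-09 and 2.45e-18 over 30 lists). Both calls held under fry (adjusted p = 0.00126 and 0.00229) and were lost when camera estimated the correlation from the 4 libraries (adjusted p = 0.212 for both). With 2 libraries per group that version of camera has few degrees of freedom and little power, so the loss decides nothing either way. Mki67, a marker of cycling cells that was chosen here after its values were seen, fell from 230 ± 4.74 CPM (SD, n = 2) with DMSO to 151 ± 11.4 CPM (SD, n = 2) with GSI, a log2 fold change of -0.61. As a comparison, 54 ribosomal protein genes had a median of 0.08. From the downregulation of the cell cycle genes, together with earlier reports, the paper proposes that Notch signaling may play a role in cell growth and proliferation in these macrophages.

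**Figure D4:**
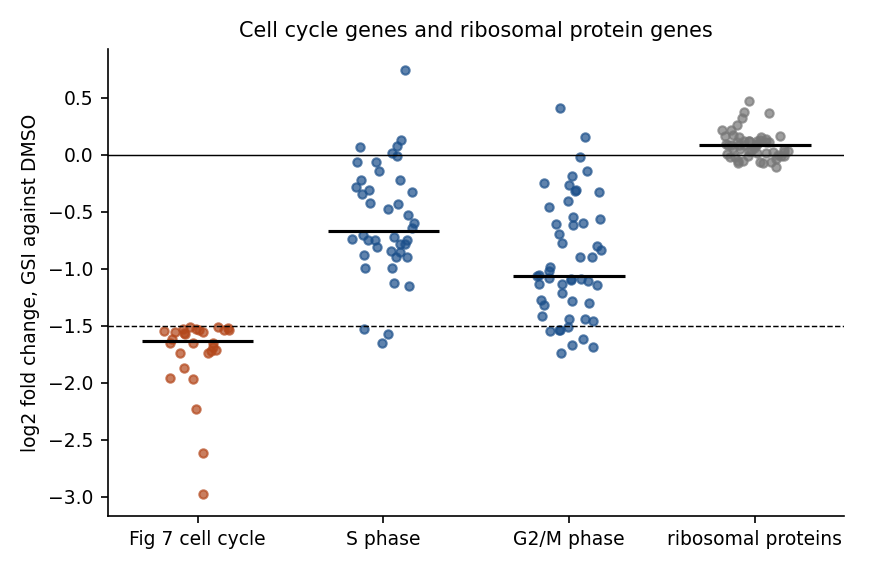
Log2 fold change (GSI against DMSO) of the 28 cell cycle genes of Fig 7, of 42 S-phase, 52 G2/M-phase and 54 ribosomal protein genes, 1 point per gene, with the median as a black bar and a dashed line at -1.5. The medians are -1.63, -0.67, -1.06 and 0.08.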

Previously, it was reported that FcγR crosslinking induces cell cycle progression through the ERK pathway [39]. In addition, the transcriptomic study by Fleming *et al*. revealed that in the cluster of genes in regulatory macrophages stimulated with LPS and ICs, prostaglandin E2 (PGE2) and adenosine are associated with increased cell growth and proliferation. Accordingly, it was postulated that regulatory macrophages may contribute to homeostasis and promote cellular repair [6]. Therefore, in LPS/IC-stimulated macrophages, Notch signaling may play an important role in regulating cell growth and proliferation.

Among the genes identified to be differentially expressed by GSI treatment, the transcript levels of genes associated with pro-inflammatory functions, *Il23r*, *Saa3*, *Ptges* and *Nos2*, were increased. In contrast, only the level of *Il23r* was reduced in *Rbpj* KO macrophages, while those of *Saa3*, *Ptges* increased. These results highlighted the differences in the cellular phenotypes obtained by GSI treatment *vs*. *Rbpj* KO. The discrepancies between the two approaches may reflect the requirement for canonical vs. non-canonical Notch signaling for LPS/IC-stimulated macrophages [40]. GSI affects both pathways while *Rbpj* KO affects only the former. Furthermore, γ-secretase has various type I transmembrane substrates besides Notch receptors and some of the impacts observed by GSI treatment may be the results of inhibition of other substrates [41]. Further experiments are needed for this verification.

Macrophages function as antigen presenting cells. During antigen presentation, cytokine milieu created by macrophages can dictate helper T cell response. IL-10 producing macrophages generated by stimulation with LPS/IC decreases disease severity of EAE upon adoptive transfer, suggesting an in vivo impact on adaptive immune responses [9]. Furthermore, adoptive transfer of Notch1 deficient LPS-activated macrophages reduced IL-17 producing helper T cells in an EAE model [31]. These observations together with the findings reported here strongly suggest that modulation of Notch signaling in LPS/IC-stimulated macrophages may alter the outcome of adaptive immune responses.

We propose a model of how Notch signaling is involved in the regulation of IL-10 in LPS/IC-activated macrophages based on the results obtained in this study (see S5 Fig). In this model, Notch signaling is activated via the signaling downstream of TLR4 (signal 1), mainly by the NF-κB and Erk pathways. Notch signaling, in turn, regulates genes directly or indirectly involved in the production of IL-10 and other genes by crosstalk with the NF-κB pathway, mainly p50 subunit. Both the NF-κB and Erk pathways, in turn, activate and sustain the activation of Notch signaling, possibly through the upregulation of the Notch ligands. Therefore, the production of IL-10 in IC-activated macrophages is regulated by the NF-κB and Erk pathways in a Notch-dependent manner via TLR4 signaling. p38 and PI3K signalings via TLR4 and FcγR (signal 2) also contributes in regulating IL-10 production, possibly, in a Notch-independent manner.

In this report, we demonstrated the role that Notch signaling plays in regulating the phenotypes of LPS/IC-stimulated macrophages. In particular, Notch/Dll4 axis regulates IL-10 production in LPS/IC-stimulated macrophages by regulating NF-κB p50 nuclear localization. The results obtained in this study may help to further understand the molecular mechanisms of macrophage activation in the presence of immune complexes and may shed new light on inflammatory-related diseases, including autoimmune disorders.

## Supporting information

S1 Table List of primers used in this study. (DOCX) Click here for additional data file.

S1 Fig Effect of GSI and ligand blocking antibody on *Il10* and *hes1* mRNA level in LPS/IC-activated BMDMs. (A-B) IFNγ-primed BMMs activated by LPS/ICs and treated with vehicle control DMSO or GSI for 1 or 4 hr. The relative mRNA level of *hes1* or *Il10* were measured by qPCR. ** and *** indicate statistical significance (*p*<0.05 and 0.01) according to two way ANOVA with Post Tests. The data represent the mean±SD of triplicate determinations. (C) BMMs were treated with indicated antibodies (isotype control, anti-Jagged1 antibody or anti-Dll4 antibody) during IFNγ priming. After the priming, LPS/IC were added to BMMs for 1 hr and the level of *Il10* mRNA was evaluated by qPCR. ** indicated statistical significance (*p*<0.005) according to unpaired t-tests. The data represent the mean±SD of triplicate determinations.
(TIF) Click here for additional data file.

S2 Fig Images of macrophages after immunofluorescent staining of NF-κB p50 with lower magnification. BMMs from wildtype or *Rbpj* KO mice were stimulated with LPS/IC for 1 and 4 hr and the cytosolic and nuclei fractions were analyzed for NF-κB p50. Representative data from 1 of 2 independent experiments are shown.
(TIF) Click here for additional data file.

S3 Fig Heat map of downregulated gene set in LPS/IC-activated BMDMs treated with GSI. (TIF) Click here for additional data file.

S4 Fig Heat map of upregulated gene set in LPS/IC-activated BMDMs treated with GSI. (TIF) Click here for additional data file.

S5 Fig A proposed model how Notch signaling is involved in regulating gene expression in LPS/IC-stimulated macrophages (see text for details). Red arrows indicated the links observed in this study.
(TIF) Click here for additional data file.

# Supplementary material for: Notch signaling regulates the responses of lipopolysaccharide-stimulated macrophages in the presence of immune complexes
**Source:** PLoS One. 2018 Jun 11;13(6):e0198609. doi: 10.1371/journal.pone.0198609
**Supplement:** S1 Table

Supplementary Information

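The primers amplify part of the mRNA of the 9 genes that the paper measured by qPCR after the RNA-seq, and the product size is the length of the amplified cDNA. Each pair was matched to the reference transcripts of GRCm38. Both primers of each pair matched exactly, in the right orientation, in at least 1 transcript of the named gene and in 0 other genes. The product between them had the length that the table lists, from 98 bp for Saa3 to 497 bp for Nos2. The pairs do not cover every annotated transcript. For Jag2 both primers lay in 1 of 10 transcripts, for Nr4a3 in 1 of 4, for Ptges in 1 of 4 and for Nos2 in 1 of 3, whereas the RNA-seq counts summed all transcripts of a gene.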

**Supplementary Table 1.** List of primers used in this study.

| Primer | Sequence (5' to 3') | | Product Size (bp) |
| --- | --- | --- | --- |
| *Il10* | Forward | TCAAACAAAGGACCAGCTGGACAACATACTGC | 421 |
|  | Reverse | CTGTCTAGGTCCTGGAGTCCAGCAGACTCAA |  |
| *Il12b* | Forward | AACCTCACCTGTGACACGCC | 309 |
|  | Reverse | CAAGTCCATGTTTCTTTGCACC |  |
| *Jag2* | Forward | TGCTGTGGAGGTGGCTGTGTCT | 151 |
|  | Reverse | TGTTTCCACCTTGACCTCGGT |  |
| *Nr4a3* | Forward | ACCCTCCAGATATGCCCTGC | 128 |
|  | Reverse | GGTCAGCTTGGTGTAGTCGG |  |
| *Il1beta* | Forward | TATACCTGTCCTGTGTAA | 121 |
|  | Reverse | TTGACTTCTATCTTGTTGA |  |
| *Il23r* | Forward | CACTGCCGACCAAGGAATCT | 119 |
|  | Reverse | GCATGAGGTTCCGAAAAGCC |  |
| *Saa3* | Forward | AACTATGATGCTGCCCGGAG | 98 |
|  | Reverse | GCTCCATGTCCCGTGAACTT |  |
| *Ptges* | Forward | AAGCCTAGCCACACCACTTC | 100 |
|  | Reverse | CCAGCAGGGCTTTCCAGTAA |  |
| *Nos2* | Forward | CCCTTCCGAAGTTTCTGGCAGCAGC | 497 |
|  | Reverse | GGCTGTCAGAGCCTCGTGGCTTTGG |  |

How the deposited data were processed for this re-analysis (not part of the article)

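RNA-seq was available for IFNγ-primed mouse BMMs activated with LPS/ICs for 1 hr in the presence of GSI (DAPT, 25 μM) or of DMSO, with 2 replicates per group and 4 runs per replicate, 16 columns in all. All other experiments of the paper (qPCR, ELISA, Western blots, Rbpj KO macrophages) were not analysed here.

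The authors prepared strand-specific libraries from poly(A) RNA, sequenced them on an Illumina NextSeq system, trimmed adapters with Trimmomatic, aligned the reads to the mouse genome (mm10, the build also called GRCm38) with STAR and counted reads per gene with HTSeq. The deposited values are these raw counts per gene and run, without normalization. The paper's methods name Entrez Gene as the annotation, whereas the deposited table lists 47069 Ensembl gene IDs with symbols, without rows for unassigned reads. The paper's text does not give the program versions, the HTSeq mode or its strand setting. All 16 columns of counts were used. Reads of overlapping genes on one strand and of near-identical copies could not be separated again from the counts. The methods state that the GSI was added overnight before activation, while legends of other experiments give a shorter pretreatment.

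Columns were matched to samples by their titles, whose last number was taken as the run, since the labels do not define it. The runs of a replicate were summed because they differed by about as much as the sampling noise and because Fig 7 shows 2 columns per group, giving 4 libraries with 42694655, 56932059, 48483661 and 49511733 counts. The floor was 3 counts per library; floors and intervals cover counting error only.

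The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3; glmQLFit and glmQLFTest) with the default filter of filterByExpr, TMM normalization, group as the only factor and Benjamini-Hochberg adjustment over 13211 genes. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The thresholds were the paper's, an FDR under 0.05 and an absolute log2 fold change above 1.5. CPM values used the TMM-adjusted library sizes. Values left after removing 1 library are log2 fold changes with no test, since a group then has 1 library.

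Gene lists were tested with limma 3.58.1 on log2 CPM with a prior count of 2, using camera with a preset correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 30 of 36 lists that had at least 5 tested genes; fry and camera with an estimated correlation were run as checks. The lists were written from the genes of Fig 7 and Fig 8 and from general knowledge before the data were examined, except for lists of ATF4 targets and of chaperones, which were added after the counts were seen; the chaperones are members of the unfolded protein response list. GO terms were not tested.

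The genes named were fixed before the data were examined: the genes named in the RNA-seq text and in Fig 8; the 3 largest changes of each process in Fig 7; the 5 largest changes in each direction among genes past both thresholds with non-overlapping groups and a mean of at least 1 CPM; Notch receptors and ligands, Rbpj, Hes1 and Hey1; and the 3 largest changes of each list outside the paper with an adjusted p under 0.05. Not every gene that the rule gives is printed. Some exceptions are marked as chosen after their values were seen. Others, such as Plk1, Il1a, Ccl5, S100a8, Elane and Lcn2, also fall outside the rule and are unmarked.

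Positions, biotypes, exons, transcript length and GC content came from GENCODE M21 on GRCm38, in which 98.77% of the gene IDs were found (46488 of 47069). For each gene, exon bases shared with a gene on the other strand were counted. The count of a gene relative to the counts of the overlapping genes on the other strand, scaled by the share of their exons that overlap, was computed for the 230 genes with at least 100 shared bases and at least 1000 such counts on average. The GC and length check removed a spline trend with 4 degrees of freedom for each from the log2 fold changes of 13165 genes.

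The alternatives set before the data were examined were DESeq2 1.42.0, RLE or no normalization factors, no filter (at least 1 count), at least 10 counts in every library, the replicate number as a block, the 16 runs as separate samples, edgeR's likelihood ratio and exact tests, a cut-off of 1.5-fold and glmTreat against 1.5-fold, and leaving out each library. A filter of more than 1 CPM in at least 2 libraries, protein-coding genes only, and genes without exons on the other strand were added after the data were seen.

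The scripts were tested on simulated data. In counts simulated for 13034 tested genes from the means and sizes of these libraries, 97.9% of 195 tested genes changed 4-fold had an FDR under 0.05, against 0.0234% of unchanged genes.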

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

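Library size, dominant genes and library preparation were weighed as explanations only after the results were seen. The same holds for the technical checks of the lists outside the paper. Those lists, fry, camera with an estimated correlation and the fit without normalization factors were set before the data were examined.

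Antisense genes, which the paper does not discuss, were called far more often lower than higher with GSI: 62 of 284 were lower and 2 higher past both thresholds. The tables argue against a general decrease of non-coding RNA, because non-coding genes without exons of another gene on the other strand were not lower: the median log2 fold change was 0.08 for 49 antisense genes and 0.0854 for 1010 other genes. Past both thresholds, none of the 49 differed, and of the 1010, 14 were lower and 13 higher. A candidate explanation is that a small share of the reads of expressed genes was assigned to the wrong strand, and more so in the DMSO libraries. Over the 230 genes with such a position, whatever their change, the lower quartile per 1000 counts of the gene on the other strand was 13.2 and 11.1 in the DMSO libraries and at most 2.553 in the GSI libraries (1.02 in the other). The ratio was not the same for all genes: the 10th percentile was 1.62 and 2.13 with DMSO and 0.597 and 0 with GSI, and Fam169a, Ccdc152, Gm24718 and Yam1, chosen after their values were seen, had 0 counts in both DMSO libraries. The ratio assumes that reads cover the exons of the gene on the other strand evenly. Its spread over genes therefore cannot exclude a single rate of wrong-strand reads. Over the 78 non-coding genes of the 230, the median ratio was 20.2 and 17.7 with DMSO and 2.66 and 0.998 with GSI. Over the 145 protein-coding genes among them, the median was 169 and 177 with DMSO and 193 and 186 with GSI, while the lower quartile fell from 27.9 and 24.6 to 11.9 and 5.78. Over the 26 protein-coding genes with at least 5000 counts on the other strand, the median fell from 57.8 and 52.7 to 33.6 and 31.1. With the lower quartile as the rate, wrong-strand reads would give only part of the Gm20412 counts, but the ratio varied between genes. Whether they account for its fall was therefore not settled. Gm20412 lies across from Tgm2 and had 425 and 469 counts with DMSO and 21 and 5 with GSI. The estimate gives 37.8% of the DMSO counts. The estimate ranged from 19.3% to 124% over the 5 genes with the largest decreases. How much of the decrease of antisense genes came from wrong-strand reads was therefore left open. A real loss of antisense transcription in proportion to the sense gene was not tested separately.

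The ratio of counts across from expressed genes separated the groups: the lowest DMSO value was 4.36 times the highest GSI value. The labels and the paper name no library batch. Because the ratio followed the groups, a difference in library preparation and an effect of GSI on antisense transcription cannot be told apart by it. The 49 genes of Fig 7 and Fig 8 were little exposed to wrong-strand reads, since at that rate the estimated wrong-strand reads came to at most 0.399% of their DMSO counts. Of the genes without exons on the other strand, 106 were lower and 78 higher past both thresholds, so wrong-strand reads at annotated exons do not account for those. Neither do library size, since both GSI totals (48483661 and 49511733) lay between the DMSO totals, or a few dominant genes, since without normalization factors the median log2 fold change of all genes was 0.0078. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many genes past both thresholds, and the other splits gave 0 genes with an FDR under 0.05 (31 and 9 genes at an unadjusted p under 0.05). With 3 splits the share cannot fall under 0.05.

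Of the lists of genes outside those the paper discusses, 10 had an adjusted p under 0.05 with limma's camera. Higher with GSI were sterol biosynthesis genes (median log2 fold change 0.81, adjusted p = 3.37e-09, 22 of 23 genes higher, with Mvd 1.41 and Idi1 1.35), NRF2 targets (0.49, 4.41e-05, 16 of 19 higher, with Prdx1 1.36, Nqo1 1.26 and Fth1 1.16), interferon-stimulated genes (0.41, 5.17e-07, 30 of 34 higher, with Isg20 1.69, Bst2 0.80 and Isg15 0.79) and genes of the unfolded protein response (0.15, 0.0442, 15 of 22 higher, with Chac1 2.18, Trib3 2.09 and Asns 1.53). Lower were genes of macrophages stimulated with LPS and ICs (-1.41, 0.00270, 5 of 5 lower, with Csf3 at 10 and 12 counts with DMSO and 2 and 1 with GSI, Il10, and Tnfsf14 -1.41), IL-4-induced genes (-0.89, 0.000335, 11 of 12 lower, with Cd163 at 18 and 15 counts with DMSO and 2 and 1 with GSI, Myc -1.37 and Mrc1 -1.29), dendritic cell markers (-0.59, 0.0230, 7 of 9 lower, with Ccr7 -0.95, Itgax -0.79 and Clec9a -0.69), genes encoded by mitochondria (-0.39, 0.0248, 7 of 7 lower, with mt-Nd6 -0.64, mt-Cytb -0.52 and mt-Nd5 -0.46), liver X receptor targets (-0.23, 0.00853, 11 of 13 lower, with Abca1, Abca9 -2.11 and Scd2 -1.29) and immediate early genes (-0.18, 0.0362, 19 of 25 lower, with Nr4a3, Fosb -2.21 and Dusp2 -1.57). When 1 library was left out in turn, each of the 10 medians kept its sign, and those that moved by over 1.5 times ranged from -0.36 to -0.13 for the liver X receptor targets, from -0.18 to -0.10 for the immediate early genes and from 0.10 to 0.17 for the unfolded protein response.

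The medians of the 10 lists stayed past their replicate spread when the trend on GC content and transcript length was removed (10 of 10), and 8 of the 8 lists that kept at least 5 genes stayed past it without genes that have exons on the other strand, although the adjusted p of the immediate early and unfolded protein response lists then rose to 0.0704 and 0.149. By this rule, which asks only for a median past 1 replicate SD, GC content and length do not account for the medians of the 10 lists. Nor do wrong-strand reads for those of the 8. Extra wrong-strand reads with DMSO could only make a list lower with GSI, so that check bears on the lists that were lower. Without genes that have exons on the other strand, the median of the liver X receptor targets was -0.64. For the genes of macrophages stimulated with LPS and ICs and for the genes encoded by mitochondria, wrong-strand reads were not tested. Of the 10 lists, 9 also passed under fry, and the mitochondrial list did not (adjusted p = 0.134). Its replicate SD was 0.26, and its median ranged from -0.54 to -0.26 when 1 library was left out. Of 13 mitochondrial genes with a row of counts, 7 were tested. The others, mt-Co2, mt-Co3, mt-Atp6, mt-Atp8, mt-Nd3 and mt-Nd4l, had at most 1 count in any library, so the list covers only part of the mitochondrial mRNAs. None of the 30 lists, those of Fig 7 included, passed when camera estimated the correlation between genes from the 4 libraries (0 lists, and 5 at an unadjusted p under 0.05). That version of camera has few degrees of freedom with 4 libraries, so it cannot decide for or against a list. Of the dendritic cell markers, Clec9a (7784 and 9858 counts with DMSO, 5274 and 5485 with GSI) and Itgax (1516 and 2001, 964 and 1026) were the most abundant of the list, and macrophages also express Itgax. Ccr7, of the same list, had 12 and 28 counts with DMSO and 12 and 8 with GSI. It did not pass the FDR threshold (FDR = 0.0946 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether fewer dendritic-like cells or lower expression lay behind the lower median of the list was not tested. GSI treatment, the condition of the design, stays open for all of these lists, as does library preparation.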

How the results depend on the processing

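With RLE or no normalization factors, the likelihood ratio test or the exact test, the numbers of genes past both thresholds stayed within 1.5 times those reported, from 385 to 386 genes, of which 287 or 288 were lower; DESeq2 called 313 (238 lower, 75 higher) and the unfiltered test 556 (422 lower, 134 higher). Of the 44 genes of Fig 7, all stayed past the thresholds in these alternatives and 43 with the 16 runs as separate samples, and all 9 genes of Fig 8 kept their direction and an FDR under 0.05 in each alternative that tested them.

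With only genes of at least 10 counts in every library, 154 genes passed (101 lower, 53 higher), and with the 16 runs entered as separate samples, 178 (127 lower, 51 higher); both tested fewer genes (12313 and 11179), and the first also leaves out genes that had few counts in 1 group only, such as Il23r. A cut-off of 1.5-fold gave 1864 genes (1196 lower, 668 higher), and glmTreat against 1.5-fold 839 (600 lower, 239 higher), under which Notch1, Notch2 and Jag1 no longer passed. Of settings chosen after seeing the data, more than 1 CPM in at least 2 libraries gave 188 genes (135 lower, 53 higher), protein-coding genes only gave 246 (163 lower, 83 higher), and genes without exons on the other strand gave 183 (106 lower, 77 higher) and 3593 genes with an FDR under 0.05. The share of lower genes was 74.5% in the reported test and fell most in the last of these, to 57.9%.

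Neither the labels nor the paper's text says whether same-numbered replicates of the groups came from the same culture or mouse. The correlation of their deviations across genes was 0.15, over 2 pairs, so a pairing was not settled. With the replicate number as a block, 6444 genes had an FDR under 0.05 and 389 passed both thresholds (288 lower, 101 higher). The genes of Fig 7 and Fig 8, the tested Notch genes and the 5 largest changes in each direction kept their direction and their side of the FDR threshold. All 385 genes past both thresholds in the reported test were among the 389. Calls of other genes at the FDR threshold alone were not compared gene by gene.

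Camera with an estimated correlation, which has little power with 4 libraries, called 0 of 30 lists in place of 18. The medians of the cell cycle lists, -1.63 for Fig 7, -0.67 for S phase and -1.06 for G2/M phase, are the same in it by construction, while their adjusted p rose to 0.212. Across the 4 fits that each left out 1 library these medians ranged from -1.66 to -1.55, from -0.68 to -0.63 and from -1.05 to -1.03. The neutrophil marker list changed direction without a filter, from 0.24 to -0.27, on genes with few counts. Among the other lists, 19 changes were to a weaker call and 7 to a stronger one, and 3 single genes were weaker, all with glmTreat; the cause was not tested. Depth limits Hes1, Hey1 and the Dll ligands, with at most 11 counts per library, for which no change can be told.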

Differences from the paper's values

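The paper reports 147 genes with a log2 fold change above 1.5, and 385 passed an FDR under 0.05 and an absolute log2 fold change above 1.5 here. Of the alternatives set before the data were examined, 2 gave a number within 1.5 times the paper's: 154 with only genes of at least 10 counts in every library, and 178 with the 16 runs as separate samples. The others did not: 313 with DESeq2, 385 with RLE or no normalization factors, 556 with no filter, 389 with the replicate block, 386 with the likelihood ratio or the exact test, 1864 with a cut-off of 1.5-fold and 839 with glmTreat. Of the settings chosen after seeing the values, more than 1 CPM in at least 2 libraries gave 188 and genes without exons on the other strand gave 183, both within 1.5 times the paper's number, and protein-coding genes only gave 246, which was not.

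The paper lists Il12b among the genes with reduced mRNA. It was lower here as well, and its log2 fold change of -0.97 did not pass the threshold of 1.5 that the paper set for differentially expressed genes; it passed at the cut-off of 1.5-fold.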

Other observations

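The list of chaperones was chosen after the values of its genes, which belong to the unfolded protein response list, were known, and the hypothesis on ATF4 came from the same libraries.

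The paper reports by qPCR, in another experiment, that GSI lowered Hes1. In these libraries, 1 hr after activation, Hes1 had 5 and 2 counts with DMSO and 1 and 5 with GSI, and Hey1 had 2 and 1 against 3 and 5, so neither could be compared at this depth. Dll1 had at most 11, Dll4 at most 11, Dll3 at most 1 and Notch3 at most 1 count in any library. Among the detected genes of the pathway, Notch1 (log2 fold change -0.64), Notch2 (-0.41), Notch4 (-1.99), Jag1 (-0.74) and Jag2 (-1.74) were lower with GSI, each with an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Rbpj did not differ (0.01, FDR = 0.924). The list of 6 tested pathway genes had a median of -0.69 (camera adjusted p = 0.00231). Of 22 named targets of Notch signaling, 9 were tested. Their median was -0.15 (adjusted p = 0.0657 with camera, 0.00126 with fry), with Myc the most changed. It ranged from -0.23 to -0.08 when 1 library was left out. Hes1, Hes5, Hey1, Hey2, Heyl, Nrarp and Dtx1 had too few counts to be tested, and Notch1, Jag1 and Rbpj are in both lists. The median of the 9 therefore does not measure the response of those untested targets.

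The paper reports reduced NF-κB p50 in nuclei with GSI at a later time than the 1 hr of these libraries. The list tested here holds general NF-κB targets, not genes chosen for p50, so its median does not test that result. Of 35 NF-κB target genes, 19 were lower and 16 higher with GSI, with a median log2 fold change of -0.08 (camera adjusted p = 0.337, fry adjusted p = 0.0223). Il1b (-1.71) and Il1a (-1.08) were lower and Ccl5 (1.27) was higher. Tnf, at 7503 ± 266 CPM (SD, n = 2) with DMSO and 7953 ± 241 CPM (SD, n = 2) with GSI, and Il6 (log2 fold change 0.04) did not differ; both were chosen after their values were seen.

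The decrease of the cell cycle genes was weighed against technical explanations. With the trend on GC content and transcript length removed, the median was -0.52 for S-phase and -0.996 for G2/M-phase genes, past replicate SDs of 0.0251 and 0.0433. Without genes that have exons on the other strand, the S-phase median was -0.68. Neither bias therefore accounts for the decrease. Fewer granulocyte precursors in the GSI cultures is argued against by the levels of their abundant transcripts: among 16 markers of neutrophils and precursors, the highest mean with DMSO was 0.419 CPM, for S100a8, and Elane had 0 counts in each library, while Mki67 was at 230 CPM. The list had a median of 0.24 over 6 tested genes, with a replicate SD of 0.36, and ranged from -0.11 to 0.86 when 1 library was left out; Lcn2 was higher with GSI (1.85). Of the other marker lists, those of macrophages (median -0.28, 9 of 15 lower), monocytes (-0.46, 4 of 6 lower), progenitors (-0.27, 5 of 6 lower) and stromal cells (-0.29, 3 of 5 lower) were not past an adjusted p of 0.05 with camera, and those of monocytes and progenitors were with fry (adjusted p = 0.00658 and 0.0289). When 1 library was left out, the medians ranged from -0.41 to -0.17 for macrophages, from -0.39 to -0.14 for progenitors and from -0.65 to 0.07 for stromal cells. The lists of B cells (-0.36), T and NK cells (0.95), erythroid cells (1.04) and mast cells (0.30) had 3 tested genes or fewer. A lower share of cycling macrophages may be a biological explanation, as a hypothesis; a difference in library preparation stays open.

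In the reported test with camera, the other lists did not stand out from the remaining genes: hypoxia and glycolysis (median 0.06), MHC class II (0.02), p53 targets (-0.22), lysosome (0.09) and ribosomal proteins (0.08). With fry, hypoxia and glycolysis (adjusted p = 0.0399) and p53 targets (0.0433) were past 0.05, and without a filter the ribosomal proteins were with camera (0.0317). When 1 library was left out, the medians ranged from -0.03 to 0.07 for MHC class II, from -0.29 to -0.13 for p53 targets and from 0.04 to 0.09 for ribosomal proteins. Of 39 histone genes, 2 were tested (median 0.33).

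Chac1, Trib3 and Asns, which had the largest changes of the unfolded protein response list, are targets of the transcription factor ATF4. A hypothesis was that GSI-treated macrophages had an ATF4 response of the kind seen with low amino acid supply, and not stress of the endoplasmic reticulum. It was tested on other ATF4 targets, among them enzymes of serine and proline synthesis, amino acid transporters and aminoacyl-tRNA synthetases, in none of the earlier lists. All 27 tested genes were higher with GSI, 22 with an FDR under 0.05, with a median log2 fold change of 0.75 (replicate SD 0.0207; camera adjusted p = 3.97e-12, fry adjusted p = 0.00279, camera with estimated correlation adjusted p = 0.0887, over 2 lists). Phgdh (2.13), Slc7a5 (1.52) and Cth (1.37) rose most. Atf4 itself, chosen after its value was seen, rose from 246 ± 10.2 CPM (SD, n = 2) to 460 ± 22.6 CPM (SD, n = 2). By comparison, 13 chaperones and other factors of the endoplasmic reticulum, taken from the unfolded protein response list, had a median of 0.0515 (replicate SD 0.0599; 8 higher and 5 lower), and Hspa5 had a log2 fold change of 0.00; as these values were known, they are a description. The median of the ATF4 targets was 0.78 after the trend on GC content and transcript length was removed and 0.63 over the 19 genes without exons on the other strand. These values are consistent with an ATF4 response. Whether it followed from Notch inhibition, from another effect of DAPT, from NO synthesis through the higher Nos2 or from culture conditions that differed between the groups was not tested.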
